# Cross-regulation of amino acid synthesis and anaerobic electron transfer by MetR-mediated methionine signaling

**DOI:** 10.1128/jb.00181-26

**Published:** 2026-06-22

**Authors:** Hisae Mogi, Keisuke Tomita, Atsumi Hirose, Erika Yoshino, Takuya Kasai, Atsushi Kouzuma, Kazuya Watanabe

**Keywords:** *Shewanella*, methionine, extracellular electron transfer, transcriptome

## Abstract

Microorganisms living in nutrient- and energy-limited environments must finely coordinate anabolic and catabolic pathways. However, the molecular mechanisms underlying this balance remain poorly understood. Here, we report a mechanism cross-regulating amino acid biosynthesis and anaerobic respiration in bacterial cells. Using the model bacterium *Shewanella oneidensis* MR-1, we demonstrated that methionine activates extracellular electron transfer activity at submillimolar concentrations. This regulation is mediated by the transcription factor MetR, a canonical regulator of methionine biosynthesis. Under methionine-limited conditions, MR-1 upregulates methionine biosynthesis genes while repressing genes involved in extracellular electron transfer (metal reduction) and other anaerobic respiratory processes. Conversely, methionine availability relieves this repression, enhancing extracellular electron transfer. Furthermore, the MetR-mediated regulation of extracellular electron transfer was observed in *Aeromonas hydrophila*. These findings reveal a novel physiological role for MetR, suggesting its involvement in the coordinated energy distribution between anabolic and catabolic pathways.

**IMPORTANCE:**

This study identifies a novel regulatory link between methionine metabolism and anaerobic respiration. We show that *Shewanella oneidensis* MR-1 uses MetR to repress anaerobic respiratory pathways while activating methionine synthesis. This suggests a resource allocation strategy where bacterial cells prioritize the synthesis of “expensive” amino acids like methionine over the synthesis of respiratory machinery in amino acid-limited environments. Upon methionine availability, this suppression is lifted, boosting anaerobic electron transfer and energy production. Understanding this cross-regulation provides new insights into bacterial survival strategies and offers genetic targets for optimizing microbial electrochemical technologies, such as microbial fuel cells, where maximizing the extracellular electron transfer rate is critical.

## INTRODUCTION

Balancing anabolic and catabolic metabolism is essential for the survival of organisms, especially microorganisms inhabiting nutrient-poor or energy-limited environments (1, 2). These microorganisms must efficiently allocate energy obtained from catabolism (e.g., respiration) to the synthesis of cellular components (e.g., amino acids and proteins). While specific regulators for individual pathways are well characterized (3), the mechanisms underlying the interactive regulation of anabolism and catabolism remain largely unexplored.

*Shewanella oneidensis* MR-1, a facultative anaerobic gammaproteobacterium (4), can utilize various anaerobic electron acceptors, such as fumarate, nitrate, dimethyl sulfoxide (DMSO), trimethylamine *N*-oxide (TMAO), and metal oxides (5). Due to its ease of culture and genetic manipulation, as well as its diverse respiratory activities, *S. oneidensis* MR-1 serves as a model organism for studying how bacteria adapt to redox-stratified environments with limited nutrient and energy availability (6). Moreover, MR-1 is extensively studied as a host for microbial electrochemical technologies (METs), such as microbial fuel cells and electrofermentation systems, because it can link intracellular redox reactions to electrodes through the extracellular electron transfer (EET) pathway (7, 8). Understanding how MR-1 regulates anaerobic respiration in response to environmental cues is critical for advancing our knowledge of microbial survival strategies and optimizing its applications in METs.

MR-1 utilizes the cyclic AMP receptor protein (CRP) to activate the expression of many anaerobic respiratory genes, including those for EET (*omcA* and *mtrCAB*) and DMSO reduction (*dmsEFABGH*) (9, 10). CRP binds directly to the upstream regions of *omcA* and *mtrCAB* and activates their transcription upon receiving the intracellular second messenger cAMP (10). However, the specific environmental stimuli that trigger the expression of CRP-regulated genes remain unidentified. Previously, we demonstrated that MR-1 downregulates the expression of amino acid biosynthesis pathway components under anaerobic, electron acceptor-limited conditions, thus requiring an external supply of amino acids for fermentative growth in defined media lacking terminal electron acceptors (11). This finding suggests the presence of unknown regulatory crosstalk between the amino acid biosynthesis and anaerobic respiration pathways in MR-1.

In this study, we hypothesized that amino acid availability affects the catabolic (respiratory) activity of MR-1 through an unknown regulatory mechanism. Given that MR-1 can use an electrode as an electron acceptor for respiration, its respiratory activity (i.e., electron transfer rate) can be readily quantified in real time by monitoring current generation in an electrochemical cell (EC) (12). Therefore, to test our hypothesis, we investigated the effect of external amino acid supplementation in defined media on current generation by MR-1.

## RESULTS

### Effects of amino acids on the EET activity of MR-1

To explore the amino acids that influence the EET activity of MR-1, we assessed the current generation by this strain in ECs filled with lactate minimal medium (LMM, containing 10 mM lactate as the carbon and energy source) supplemented with 1 of the 20 standard amino acids (130 µM each) (Fig. S1). The initial screening assays, followed by confirmatory measurements (Fig. 1A and B), revealed that methionine (Met) supplementation increased current generation 1.5-fold. To investigate the dose-dependent effect of Met supplementation, the current generation was measured in the presence of 0.013 and 1.3 µM Met (Fig. S2). Current generation increased significantly at 1.3 µM Met, showing a positive correlation between increasing Met concentrations and current generation. However, supplementation with 130 µM Met did not affect the growth of MR-1 in LMM under either aerobic or anaerobic fumarate-reducing conditions (Fig. S3). These observations suggest that Met, or its intracellular metabolite, acts as a signaling molecule that modulates the EET activity of MR-1, rather than serving merely as a growth-promoting factor in minimal media. Moreover, the addition of homocysteine (hCys), a direct precursor of Met that acts as a co-effector for MetR to activate the Met biosynthesis pathway (13, 14), negatively affected current generation by MR-1 (Fig. S1; Fig. 1A and B). This finding further supports the hypothesis that Met metabolism is linked to the regulation of EET in MR-1 cells.

**Fig 1:**
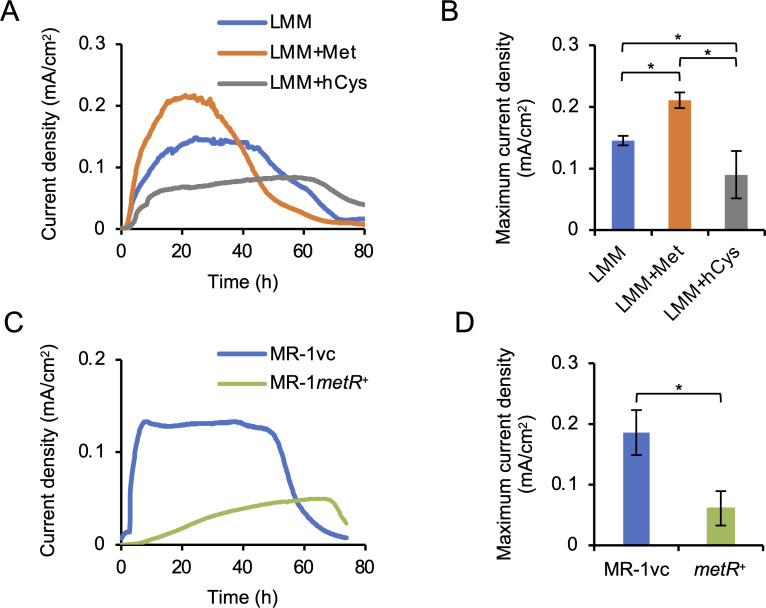
Effects of Met, hCys, and *metR* expression on current generation by *Shewanella oneidensis* MR-1. (**A**) Representative current density vs time curves and (**B**) maximum current densities for wild-type MR-1 in ECs containing LMM supplemented with 130 µM Met or hCys. (**C**) Representative current density vs time curves and (**D**) maximum current densities for MR-1vc and MR-1*metR ^+^* in ECs containing LMM. ECs were operated at a working electrode potential of +0.4 V (vs the standard hydrogen electrode). In panels **B and D**, the bars and error bars represent the means and standard deviations, respectively (*n* = 3 biological replicates). Asterisks indicate statistically significant differences (*P* < 0.05; one-way analysis of variance followed by Tukey’s honestly significant difference test in panel B and Student’s *t*-test in panel **D**).

### Effects of Met supplementation on the transcriptomic profile of MR-1

The above results suggest that Met supplementation in MR-1 induces a broad transcriptomic response, affecting the expression of a wider range of genes than the canonical Met-responsive regulon described in enteric bacteria (13, 14). To screen for Met-responsive genes in MR-1, we conducted a comparative transcriptomic analysis of MR-1 cells cultured in LMM with or without 130 µM Met. Total RNA was extracted from aerobically cultured cells to obtain a core data set of Met-responsive genes, minimizing the potential confounding effects associated with changes in anaerobic electron transfer activity. Out of 4,214 genes in the MR-1 genome, 599 were upregulated and 555 were downregulated in the presence of 130 µM Met, with statistical significance at *P* < 0.05 and a log_2_ fold change (log_2_ FC) threshold of ≥1 or ≤–1 (Data S1 and S2). Genes involved in Met biosynthesis (*met* genes) were most significantly downregulated under Met-supplemented conditions (Table 1 and Data S2), likely due to a feedback regulatory mechanism for Met biosynthesis (15). Further analysis focused on genes related to catabolic pathways revealed consistent upregulation of genes encoding EET components (*cymA*, *omcA-mtrCAB*, and *fccA*) and DMSO reductase (*dms* genes) in response to Met supplementation (Table 1, Data S1). The upregulation of *cymA* is particularly noteworthy, as CymA, the inner membrane-anchored periplasmic cytochrome *c* essential for EET, functions as a critical electron transfer hub in many anaerobic respiratory pathways, including those for fumarate, DMSO, and nitrate reduction (16). In contrast, TMAO reduction is independent of CymA (17), and the expression of genes specifically involved in TMAO reduction (*torECAD*) was not significantly altered by Met supplementation. In addition, Met supplementation upregulated *hem* and *ccm* genes, which are involved in heme biosynthesis (18) and cytochrome *c* maturation (19), respectively (Table 1, Data S1). Many genes encoding inner membrane-localized electron transfer proteins (e.g., *fdn*, *frd*, *nqr*, *lld*, and *dld*) and fermentative dehydrogenases (*ldhA* and *adhE*) were also upregulated (Table 1, Data S1). Collectively, these findings suggest the existence of a regulatory mechanism that coordinately activates the expression of genes involved in catabolic pathways, particularly those for anaerobic electron transfer, in response to Met availability.

**TABLE 1:** List of selected Met-responsive or MetR-regulated genes in MR-1

Process	Locus tag	Gene (operon)	Log_2_ FC^*a*^		TF^*c*^
			Met^+^/Met^−^	MR-1*metR*^+^/vc	
EET and anaerobic respiration	SO_0970	*fccA*	2.9	−2.3	nd
	SO_1427–1432	*dmsEFABGH*	3.3	−1.5	MetR, CRP
	SO_1779–1776	*omcA-mtrCAB*	2.4	−3.9	MetR, CRP
	SO_4591	*cymA*	1.3	−2.2	MetR, CRP
Heme biosynthesis	SO_0027	*hemG*	2.5	−3.1	nd
	SO_0435	*hemE*	1.2	−2.3	nd
	SO_1300	*hemL*	1.3	−1.8	nd
	SO_2019	*hemH*	2.8	−2.1	nd
	SO_3720	*hemG*	3.0	−1.3	nd
	SO_3834–3832	*hemA-prfA-prmC*	1.6	−1.1	MetR, CRP
	SO_4313–4316	*hemCDXY*	1.5	−1.4	nd
Cytochrome *c* maturation	SO_0263–0259	*ccmABCDE*	1.0	ns	nd
	SO_0265	*ccmI*	1.1	−2.3	MetR, CRP
	SO_0266–0269	*ccmFGH-*SO_0269	ns	−2.2	MetR, CRP
Intracellular electron transfer	SO_0101–0104	*fdnGHIE*	1.7	−2.4	CRP
	SO_0396–0399	*frdC1C2AB*	2.3	−3.6	CRP
	SO_0902–0907	*nqrABCDEF*	1.5	−3.8	nd
	SO_1520–1518	*lldEFG*	2.1	−1.4	MetR
	SO_1522–1521	SO_1522-*dld*	1.1	−3.0	CRP
	SO_3286–3285	*cydAB*	1.7	−4.1	CRP
Fermentation	SO_0968	*ldhA*	2.0	ns	CRP
	SO_2136	*adhE*	1.6	−1.3	CRP
Central carbon metabolism	SO_2490	*hexR*	1.0	−1.2	nd
	SO_2491	*pykA*	1.0	−2.3	CRP
	SO_2912–2913	*pflBA*	2.1	−3.9	nd
Ubiquinone biosynthesis	SO_2413	*ubiG*	1.2	ns^*b*^	nd
	SO_4199–4208	*ubiE–hemB*	1.2	−1.2	MetR
Methionine biosynthesis	SO_0817	*metR*	−4.4	6.5	MetR
	SO_0818	*metE*	−6.8	ns	MetR
	SO_1095	*metY*	−2.4	1.7	nd
	SO_1676	*metA*	−2.0	1.1	nd
	SO_4056	*metB*	−3.7	1.2	nd
Other amino acid metabolism	SO_1101	*luxS*	ns	2.6	MetR
	SO_0275–0279	*argCBFGH*	1.2	1.1	MetR
	SO_3019	*trpE*	−1.5	1.2	MetR
	SO_3471	*glyA*	−1.4	1.8	MetR

^*a*^ Log_2_-transformed fold change calculated from the ratio of gene expression levels in wild-type MR-1 cultured under Met-supplemented conditions to those under unsupplemented conditions (Met^+^/Met^−^) or from the ratio of gene expression levels in MR-1 metR^+^ to those in MR-1vc (MR-1metR^+^/vc). ns, not significantly changed. For the operons, the fold change of the first gene in each operon is used as the representative value.

^*b*^ Significantly changed in quantitative RT–PCR analysis (see Fig. 2).

^*c*^ Transcription factor (MetR or CRP) predicted based on motif analysis (Data S5 and S7). nd, not detected.

**Fig 2:**
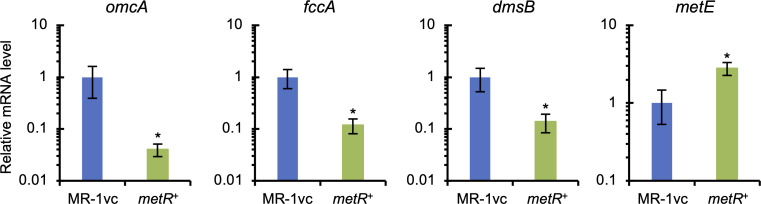
Differential expression of anaerobic respiration and methionine biosynthesis genes in MR-1*metR*^+^. The expression levels of *omcA*, *fccA*, *dmsB*, and *metE* were analyzed by quantitative RT-PCR using total RNA extracted from cells cultured anaerobically in LMM supplemented with TMAO as the electron acceptor. Results are presented as the relative levels of mRNA expression in MR-1vc cells. Bars and error bars represent means and standard deviations, respectively (*n* = 3 or 4 biological replicates). Asterisks indicate statistically significant differences (*P* < 0.05, Student’s *t*-test).

### Regulation of anaerobic electron transfer genes by MetR

The MR-1 genome encodes an ortholog of MetR, a transcriptional activator of *met* genes, which shares 46% amino acid identity with the well-characterized *Escherichia coli* MetR (20). We hypothesized that MetR negatively regulates the transcription of genes involved in EET and other anaerobic respiration pathways, given that current generation was enhanced by Met and suppressed by hCys, a co-effector of MetR (14) (Fig. 1A and B) and that Met supplementation significantly downregulated *metR* transcription (Table 1). To test this hypothesis, we constructed a *metR* deletion strain (∆*metR*), a complemented strain (Δ*metR*-C), and an overexpression strain (MR-1*metR*^+^) to characterize their physiological properties under anaerobic conditions. Growth assays under TMAO-reducing conditions in LMM (Fig. S4) and lysogeny broth (LB) medium (Fig. S5) revealed that the *metR* deletion strain (transformed with the control vector pBBR1MCS-5, Δ*metR*vc) exhibited a severe growth defect in the minimal medium, which was rescued in Δ*metR*-C. Given this growth defect of ∆*metR*, we focused subsequent analyses on characterizing MR-1*metR*^+^. Measurements in ECs (Fig. 1C and D) demonstrated that MR-1*metR*^+^ produced significantly lower current than the vector control strain (MR-1vc, harboring pBBR1MCS-5), although MR-1*metR*^+^ exhibited growth comparable to MR-1vc in LMM under TMAO-reducing conditions (Fig. S4). Additionally, we examined the growth of MR-1*metR*^+^ in the presence of different electron acceptors using LB (amino acid-rich) medium to minimize the influence of *metR* expression on specific metabolic pathways and associated growth phenotypes. MR-1*metR*^+^ exhibited markedly impaired growth under fumarate-, DMSO-, and nitrate-reducing conditions (Fig. 3) but comparable growth to MR-1vc under aerobic conditions (Fig. S6) and anaerobic TMAO-reducing conditions (Fig. 3). These findings indicate that MR-1*metR*^+^ has a diminished capacity for EET and fumarate, DMSO, and nitrate respiration.

**Fig 3:**
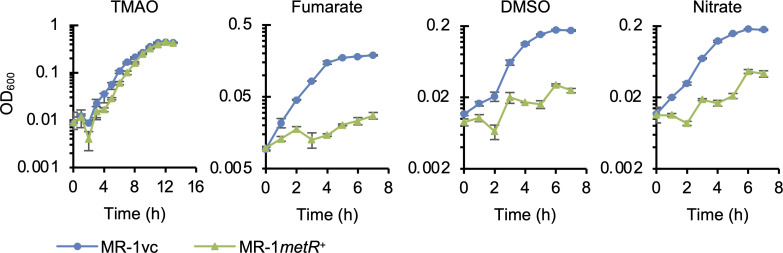
Growth of MR-1vc and MR-1*metR ^+^* under anaerobic respiration conditions. *Shewanella oneidensis* was cultured in LB medium supplemented with TMAO, fumarate, DMSO, or nitrate as the electron acceptor. Bars and error bars indicate means and standard deviations, respectively (*n* = 3 biological replicates).

To investigate the mechanism underlying the impaired current generation and anaerobic growth observed in MR-1*metR*^+^, we conducted a comparative transcriptomic analysis of MR-1*metR*^+^ and MR-1vc. Both strains were cultured anaerobically in LMM containing TMAO, an electron acceptor that MR-1*metR*^+^ can utilize (growth curves are shown in Fig. S4), to examine the *in vivo* regulatory function of MetR under anaerobic conditions. 

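The transcriptomes of MR-1*metR*+, which carries *metR* on the plasmid pBBR1MCS-5, and MR-1vc, which carries the plasmid without the gene, were measured in 4 biological replicates per strain, harvested in the logarithmic growth phase. Cy3-labeled RNA made from 50 ng of total RNA of each culture was hybridized to 1 of the 8 one-color arrays of a single slide. The arrays hold 13379 gene spots for 4769 genes: 4186 genes with 3 different probes, 238 with 2 and 345 with 1. The authors extracted the brightness of every spot with Agilent Feature Extraction, which subtracts the background but does not normalize between arrays. The 75th percentile of this signal was 1345, 1396, 1218 and 847 in MR-1vc replicates 1 to 4 and 1103, 810, 774 and 751 in MR-1*metR*+ replicates 1 to 4. Between 99.5% and 99.8% of the gene spots were well above background on the MR-1vc arrays, against 95.8% to 99.0% on the MR-1*metR*+ arrays, and no gene spot was saturated. From these signals, the log2 of each spot was taken relative to the 75th percentile of its array, 41 gene spots marked as outliers were left out, and the probes of a gene were averaged. All levels given for these strains are log2 values on this scale. The strains were compared with limma, with the replicate number as a block because the methods name a paired test, and p-values were adjusted by the Benjamini–Hochberg method over the 4769 genes. A gene was called where the adjusted p was below 0.05 and the log2 FC was above 1 or below −1. The number of arrays limits the precision. All MR-1vc arrays lay in row 1 of the slide and all MR-1*metR*+ arrays in row 2, so that an effect of the row cannot be told apart from the strain. Across genes, Pearson's r between arrays of the same strain was 0.943 to 0.995, and between strains 0.889 to 0.941, with genes not being independent replicates.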

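The overexpressed gene, *metR* (SO_0817), separated the strains on every array. Its log2 level was −2.39 ± 0.62 (SD, n = 4) in MR-1vc and 3.90 ± 0.25 (SD, n = 4) in MR-1*metR*+, a log2 FC of 6.29 with a standard error of 0.24 (limma, adjusted p = 4.97e-05). Each MR-1*metR*+ array had a higher level than each MR-1vc array (two-sided exact permutation test over 70 arrangements, p = 0.0286, the smallest that 4 against 4 arrays allow). Among all genes, limma called 584, of which 248 were higher and 336 lower in MR-1*metR*+, and 577 of them had the same direction in all 4 replicate numbers. The counts moved most when the fold threshold was dropped, with 1142 genes higher and 807 lower at an adjusted p below 0.05. Of the 554 called genes measured by 2 or 3 probes, 401 had every probe past the fold and p threshold, and none had probes on both sides of 0. Conversely, 321 genes that were not called had at least 1 probe past the threshold. After *metR*, the largest rises with the same direction in every replicate number were in *gst* (SO_1577, log2 FC 4.48, standard error 0.30), *yfcG* (SO_1576, 3.54, standard error 0.23), *add* (SO_4731, 3.21, standard error 0.15) and SO_1389 (3.07, standard error 0.13). The largest falls were in SO_0844, which has a single probe (−6.48, standard error 0.13), *hlyU* (SO_3538, −5.58, standard error 0.15), SO_0827 (−5.03, standard error 0.23), *xfp* (SO_3542, −4.37, standard error 0.13) and *cydB* (SO_3285, −4.21, standard error 0.21). These standard errors leave out the spread between the probes of a gene. Among these genes, the probes of *xfp* lay farthest apart, from −5.45 to −2.34. For *gst*, *yfcG* and *cydB*, the MR-1*metR*+ replicate 1 array stood apart from the other 3 arrays of that strain.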

The overexpression of *metR* led to significant transcriptional changes in 722 genes, with 308 genes upregulated and 414 downregulated (Data S3 and S4). 

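The 599 genes that the paper lists as raised by Met in aerobic cultures (Data S1) and the 555 it lists as lowered (Data S2) are all on the array, and those cultures are not among the ones compared here. Of the genes raised by Met, 111 were lower and 33 higher in MR-1*metR*+. The share of lower genes was 18.5%, against 5.40% among the remaining genes of the array (Fisher's exact test, two-sided, odds ratio 3.99, p = 1.23e-24), whereas the share of higher genes was 5.51% against 5.16% (p = 0.694 from the same test). Of the genes lowered by Met, 33 were higher and 23 lower in MR-1*metR*+. Their share of higher genes, 5.95% against 5.10%, did not differ from the rest of the array (Fisher's exact test, p = 0.415), and their share of lower genes was smaller, 4.14% against 7.43% (Fisher's exact test, p = 0.00347). After Benjamini–Hochberg adjustment over 12 such tests, these p-values were 1.48e-23, 0.694, 0.453 and 0.00594. Of the 200 genes that were called here and listed in Data S1 or Data S2, 144 (72%) moved opposite to their response to Met and 56 in the same direction (Fisher's exact test on direction, odds ratio 4.78, p = 3.62e-06), while 384 called genes were in neither list. Fisher's exact test counts each gene as independent. Genes of an operon can change together and all were read on the same 8 arrays, so that these p-values can be too small. Taken over whole lists, the median log2 FC was −0.10 for genes raised by Met (limma's camera with a preset correlation of 0.01, adjusted p = 3.25e-05 over 10 sets) and −0.01 for genes lowered by Met (adjusted p = 0.391 from limma's camera). With a correlation estimated from the 8 arrays, camera gave p of 0.337 for genes raised and 0.780 for genes lowered by Met, and limma's fry 0.0227 and 0.277. The versions of camera thus differ on whether the list of genes raised by Met shifted against the rest of the array. Fry asks another question, whether the list changed at all. With normexp background correction and the 75th percentile, the alternative that moved its median most, the median was −0.02, but that of all genes rose as well. Relative to the median of all genes, a comparison chosen after seeing the data, the list stood at −0.20 both with the values used here and with that alternative, and at −0.26, −0.09, −0.22 and −0.37 by replicate number. For the genes lowered by Met, the mean of 0.02 had the opposite sign to the median.

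**Figure D1:**
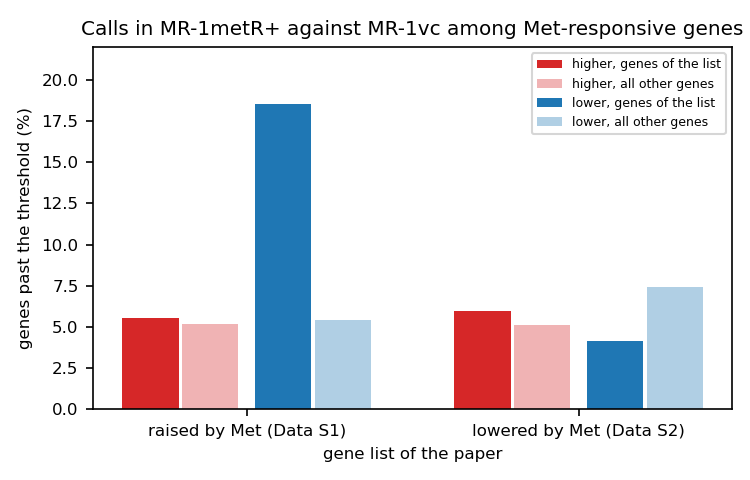
Percentage of genes past the threshold in MR-1*metR*+ against MR-1vc (vertical axis) among the genes that the paper lists as raised or lowered by Met (horizontal axis), for genes higher (red) and lower (blue) in MR-1*metR*+. Dark bars stand for the genes of the list and pale bars for all other genes of the array, and the dark blue bar of Data S1 (18.5%) stands above its pale bar (5.40%).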

Notably, many differentially expressed genes in MR-1*metR*^+^ exhibited expression patterns opposite to those observed with Met supplementation. Specifically, many genes involved in EET and other catabolic pathways, as well as several *hem* and *ccm* genes, were downregulated in MR-1*metR*^+^, whereas *met* genes were largely upregulated (Table 1). This trend was further confirmed by quantitative RT-PCR analysis for four selected genes (*omcA*, *fccA*, *dmsB*, and *metE*) (Fig. 2). 

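Among the genes of Table 1, all members of its operons included, the 12 genes of EET and anaerobic respiration had a median log2 FC of −2.85, the 12 of heme biosynthesis −1.28, the 10 of cytochrome *c* maturation −1.73 and the 5 of methionine biosynthesis 1.66. As sets, these differed from the rest of the array by limma's camera at adjusted p of 3.41e-11, 4.94e-07, 1.78e-07 and 0.00269 (Benjamini–Hochberg adjustment over 10 sets). Limma's fry, which tests for any change in a set, gave unadjusted p of 9.78e-04, 0.00109, 0.00195 and 0.00116. With an estimated correlation, however, camera against the rest of the array gave p of 0.0931, 0.0940, 0.111 and 0.113. The paper chose Table 1 partly on these arrays, so that the camera and fry p-values restate that choice and are not independent evidence. Without *metR* itself, the remaining 4 methionine biosynthesis genes had a median of 1.30 (limma's camera, adjusted p = 0.0186, and p = 0.204 with the estimated correlation). All 12 genes of EET and anaerobic respiration were lower in MR-1*metR*+, as were 9 of the 12 genes under heme biosynthesis and 6 of the 10 cytochrome *c* maturation genes. The 9 include *prfA* and *prmC*, which Table 1 lists as members of the *hemA* operon. Of the 5 methionine genes, 3 were higher: *metR* itself, *metE* and *metY*. The heme count depends on the background correction. With normexp and the 75th percentile, chosen after seeing the data, *hemH* (SO_2019, −0.74), *hemG* (SO_3720, −0.93) and *prmC* (SO_3832, −0.94) fell short of the fold threshold. With normexp and quantile normalization, *prmC* and *hemG* (SO_3720) passed it and *hemH* did not (−0.96). The alternative that moved a median most in relation to its size was the one without replicate 1, which lowered the methionine median to 1.10. With and without replicate 1, this median is the value of *metE*. The differences of *metE* by replicate number ran from −0.24 to 3.32. Of all 86 genes that Table 1 and the text name for this strain, 67 were called over all genes of the array, and 67 when adjusted over the list alone. Neither count is independent evidence, for the same reason. Within the heme set, *hemG* (SO_0027) fell most, from a log2 level of 0.01 ± 0.53 to −2.89 ± 0.32 (SD, n = 4 each, log2 FC −2.90, limma adjusted p = 6.89e-05), followed by *hemE* (SO_0435) with −2.16 and *hemL* (SO_1300) with −1.83, whereas *hemX* (SO_4315) was not called (0.30, limma adjusted p = 0.0698). In cytochrome *c* maturation, *ccmH* (SO_0268) fell most (−2.42, limma adjusted p = 4.03e-04). In the *ccmABCDE* operon, *ccmC* (SO_0261) was called (−1.25), while *ccmA* (SO_0263), *ccmB* (SO_0262), *ccmD* (SO_0260) and *ccmE* (SO_0259) had log2 FC of −0.73, −0.71, −0.88 and −0.98 with adjusted p from 0.00279 to 0.0331 and stayed short of the fold threshold, which *ccmE* passed without replicate 1 (−1.10) and *ccmB* with the brightest probe (−1.01). Single arrays stood apart from the other 3 of their strain for *hemE* and *ccmB* (MR-1vc replicate 4) and for *ccmA* and *ccmB* (MR-1*metR*+ replicate 1).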

Taken together, these results suggest that the impaired current production and anaerobic growth observed in MR-1*metR*^+^ are caused by the transcriptional repression of genes involved in the EET and anaerobic respiratory pathways.

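The fumarate reductase gene *fccA* (SO_0970) had a log2 level of 2.70 ± 0.34 in MR-1vc and 0.51 ± 0.10 in MR-1*metR*+ (SD, n = 4 each), a log2 FC of −2.20 (standard error 0.14, limma adjusted p = 2.03e-04). The outer membrane EET genes next to *omcA* fell by similar amounts, with log2 FC of −2.59 for *mtrC* (SO_1778, standard error 0.25), −2.81 for *mtrA* (SO_1777, standard error 0.15) and −2.89 for *mtrB* (SO_1776, standard error 0.22). Among the DMSO reductase genes, *dmsB* (SO_1430) changed most (−3.59, standard error 0.22), followed by *dmsH* (SO_1432, −3.14, standard error 0.34), *dmsG* (SO_1431, −3.10, standard error 0.28), *dmsA* (SO_1429, −3.04, standard error 0.21) and *dmsF* (SO_1428, −2.55, standard error 0.15). The limma adjusted p of these 8 genes lay between 1.12e-04 and 0.00118. For *dmsG*, the MR-1*metR*+ replicate 1 array stood apart from the other 3 arrays of that strain. From the lower expression of EET and anaerobic respiration genes in MR-1*metR*+, together with its impaired current production and anaerobic growth, the paper proposes that repression of these genes causes both impairments.

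**Figure D2:**
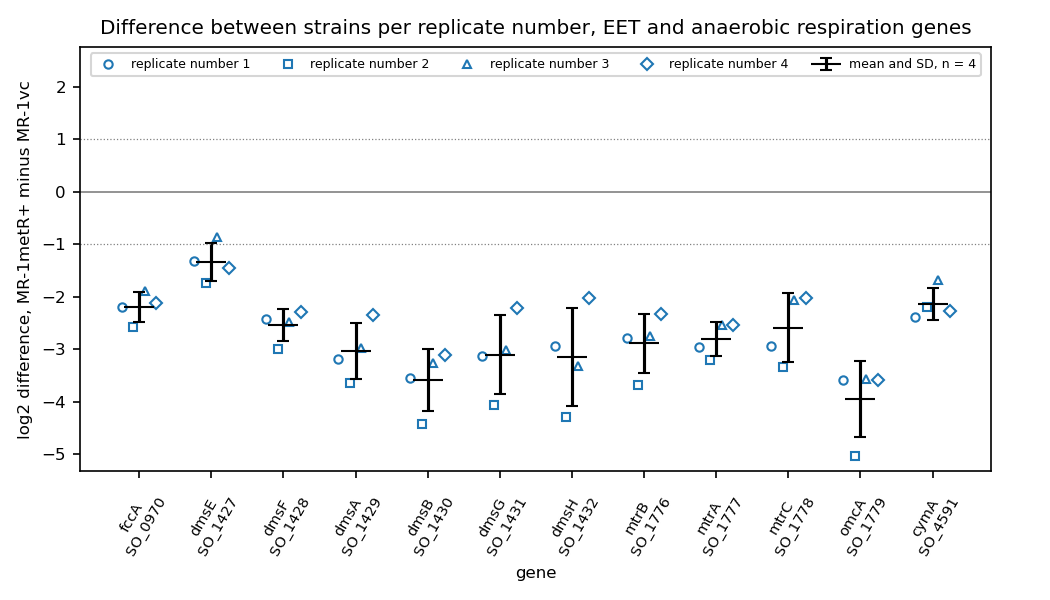
Difference in log2 level between MR-1*metR*+ and MR-1vc (vertical axis) for the 12 genes of EET and anaerobic respiration in Table 1 (horizontal axis). Open symbols stand for the 4 replicate numbers, the horizontal dash and bar for their mean and SD, and dotted lines mark 1 and −1. Every symbol lies below 0.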

### Binding of MetR to the upstream regions of anaerobic electron transfer genes

We performed electrophoretic mobility shift assays (EMSAs) to investigate the direct regulation of EET and anaerobic respiratory genes by MetR (Fig. 4). A 13-bp palindromic consensus sequence for MetR binding (5′-TGAANNNNNTTCA-3′) has been reported in *E. coli*, *Salmonella typhimurium*, and *Vibrio harveyi* (21, 22). 

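The genes *luxS*, *glyA*, *omcA*, *cymA* and *dmsE* were each measured by 3 probes. In MR-1*metR*+, *luxS* (SO_1101) rose from a log2 level of 2.83 ± 0.15 to 5.08 ± 0.07 (SD, n = 4 each, log2 FC 2.25, standard error 0.12, limma adjusted p = 1.0e-04), and *glyA* (SO_3471) rose from 1.80 ± 0.62 to 3.19 ± 0.47 (SD, n = 4 each, log2 FC 1.39, standard error 0.17, limma adjusted p = 0.00173). The other genes fell. For *omcA* (SO_1779), the level was 2.20 ± 0.76 in MR-1vc and −1.75 ± 0.29 in MR-1*metR*+ (SD, n = 4 each), a log2 FC of −3.95 (standard error 0.27, limma adjusted p = 2.27e-04). For *cymA* (SO_4591), it was 1.92 ± 0.52 and −0.22 ± 0.52 (SD, n = 4 each), a log2 FC of −2.14 (standard error 0.15, limma adjusted p = 2.30e-04). The smallest change was that of *dmsE* (SO_1427), from −0.80 ± 0.45 to −2.14 ± 0.28 (SD, n = 4 each, log2 FC −1.34, standard error 0.16, limma adjusted p = 0.00170).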

Similar sequences were found in the upstream region of *metR* (i.e., the *metR–metE* intergenic region) and in the upstream regions of several differentially expressed genes in MR-1*metR*^+^, including *luxS*, *glyA*, *omcA*, *cymA*, and *dmsE*. Based on the upstream regions of these six genes, we generated 40-bp DNA probes containing the putative 13-bp MetR-binding sequences (Fig. 4A) and examined the binding of purified MetR (Fig. S7). When MetR was incubated with the *omcA* probe, shifted bands were observed in a protein concentration-dependent manner, whereas the shift disappeared in the presence of a specific DNA competitor (excess unlabeled *omcA* probe) (Fig. 4B). Similar shifts were observed when MetR was incubated with the other five DNA probes, whereas no shift was detected with a mutated *omcA* probe, in which the palindromic nucleotides had been replaced (Fig. 4C). These results demonstrate that MetR directly binds to the upstream regions of the tested genes containing the predicted MetR-binding sequences.

**Fig 4:**
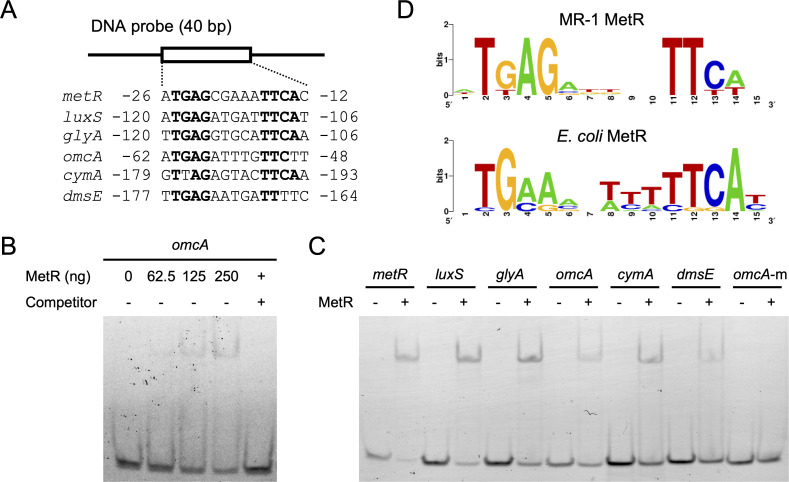
Binding of MetR to DNA regions upstream of the selected MetR-regulated genes. (**A**) DNA probes used in EMSA. Nucleotides commonly found in the MetR-binding sequences are shown in bold. Numbers on either side of each DNA sequence indicate positions relative to the start codon (+1) of the downstream gene. (**B**) EMSA using the MetR and *omcA* probes. The Cy-3-labeled probe was incubated with 0–250 ng of purified MetR in the presence (+) or absence (−) of a specific competitor (a 5,000-fold excess of unlabeled *omcA* probe). (**C**) EMSA using DNA probes of selected genes involved in anaerobic respiration and methionine metabolism. Labeled probes were incubated in the presence (+) or absence (−) of 500 ng of purified MetR. The mutated *omcA* probe (*omcA*-m), in which the palindromic eight nucleotides in the 13-bp MetR-binding consensus sequence were substituted with guanine residues, was used as a negative control. (**D**) Site-specific nucleotide frequencies in the MetR-binding DNA sequences. The sequence logo representing the MetR-binding sequences in MR-1 was generated using the six sequences shown in panel A. For comparison, the sequence logo for known MetR-binding sequences in *E. coli* K-12 is shown. The height of each letter represents the degree of sequence conservation measured in bits.

### Prediction of the MetR regulon in MR-1

Based on the six MetR-binding sequences identified by EMSA (Fig. 4A), we constructed a position-specific scoring matrix (PSSM) for the consensus MetR-binding sequence in MR-1 and visualized it as a sequence logo (Fig. 4D). The 13-bp MR-1 MetR-binding sequence (consensus: 5′-TGAGNNNNNTTCA-3′) was largely identical to that of *E. coli*, although the substitution of the fourth nucleotide from A to G slightly disrupted palindromic symmetry. Using the PSSM, we scanned the MR-1 genome (500-bp upstream regions of each gene) and identified putative MetR-binding sites for 151 genes (Data S5). Of these, 37 genes were differentially expressed in MR-1*metR*^+^ (19 upregulated and 18 downregulated). 

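Of the genes with a putative MetR-binding site in Data S5, 150 have a locus tag and 135 of these are on the array. By the values used here, 31 of the 135 genes were called (23.0%), against 11.9% of the remaining 4634 genes of the array (Fisher's exact test, two-sided, odds ratio 2.20, p = 4.28e-04). Of these, 19 were higher and 12 were lower in MR-1*metR*+. Higher genes made up 14.1% of the genes with a site against 4.94% of the others (Fisher's exact test, odds ratio 3.15, p = 5.72e-05), while lower genes made up 8.89% against 6.99% (Fisher's exact test, p = 0.392). Adjusted over 12 tests on gene lists, these p-values were 8.55e-04, 1.37e-04 and 0.453. Here too, Fisher's exact test counts each gene as independent, so that its p-values can be too small. The result for lower genes depends on the processing, since with the brightest probe of each gene 18 genes with a site were higher and 18 lower, the latter 13.3% against 7.70% (Fisher's exact test, p = 0.0225). With the deposited values tested per probe without the block, chosen after seeing the data, 19 were higher and 18 lower. The lower genes then made up 13.3% against 8.91% (Fisher's exact test, p = 0.0917). The paper built its matrix from the sites of 6 genes, among them genes taken for their change on these arrays. Without these 6 and *metE*, which shares the site of *metR*, a test chosen after seeing the data, 24 of 128 genes were called (18.8%, Fisher's exact test, odds ratio 1.70, p = 0.0270). Of these, 15 were higher (11.7%, Fisher's exact test, p = 0.00316) and 9 lower. The share of lower genes, 7.03%, was then close to the 6.99% among the other genes. The count moved most with normexp background correction followed by quantile normalization, chosen after seeing the data, under which 21 genes with a site were called. The median log2 FC over the 135 genes was 0.16, against 0.10 for all genes on the array. The set tests differed, with an adjusted p of 0.561 by limma's camera over 10 sets, p = 0.612 with the estimated correlation and p = 0.00735 by limma's fry (higher).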

Based on this information and co-transcription patterns (Data S3 and S4), we predicted the MetR regulon in the MR-1 genome (Data S6). Notably, this regulon includes several *hem* and *ccm* genes, as well as *cymA*, *omcA-mtrCAB*, and *dmsEFABGH*, which were consistently downregulated in MR-1*metR*^+^. 

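In the *ccmFGH*-SO_0269 operon, all genes were lower in MR-1*metR*+: the log2 FC was −2.21 for *ccmF* (SO_0266, standard error 0.17), −2.26 for *ccmG* (SO_0267, standard error 0.15) and −2.38 for SO_0269 (standard error 0.15), next to *ccmH*. The neighboring gene *ccmI* (SO_0265) fell from a log2 level of 1.12 ± 0.66 to −1.13 ± 0.20 (SD, n = 4 each, limma adjusted p = 0.00113). In the *hemA-prfA-prmC* operon, the first gene *hemA* (SO_3834) had a log2 FC of −0.59 (standard error 0.13, limma adjusted p = 0.0131) and was not called, and its 3 probes ranged from −1.18 to −0.10. The following genes *prfA* (SO_3833) and *prmC* (SO_3832) were called with −1.26 and −1.21 (limma adjusted p = 0.00152 and 0.00443), and for *prfA* the MR-1*metR*+ replicate 1 array lay above the other 3 arrays of that strain.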

The genes involved in TMAO reduction (*torECAD*) (23, 24) are not part of this regulon, consistent with the ability of MR-1*metR*^+^ to grow under TMAO-reducing conditions (Fig. 3). The analysis also predicted that MetR directly activates the transcription of genes for the metabolism of arginine (*argCBFGH*), phenylalanine (*pheA*), tryptophan (*trpE*), glycine (*glyA*), and methionine (*metE* and *luxS*). These results suggest that MetR functions as a global regulator, repressing anaerobic electron transfer genes while activating various amino acid metabolism genes.

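In the arginine operon, *argB* (SO_0276), *argF* (SO_0277) and *argG* (SO_0278) were higher in MR-1*metR*+, with log2 FC of 2.22, 2.11 and 1.28 (standard errors 0.15, 0.15 and 0.20, limma adjusted p = 2.30e-04, 2.68e-04 and 0.00408). The first gene *argC* (SO_0275) and the last gene *argH* (SO_0279) rose by 0.93 and 0.86 (limma adjusted p = 0.00723 and 0.00325) and stayed short of the fold threshold. Without replicate 2, *argC* passed it with 1.10. *pheA* (SO_1367) rose from a log2 level of −1.22 ± 0.37 to 0.57 ± 0.45 (SD, n = 4 each, log2 FC 1.79, limma adjusted p = 0.00140), and *trpE* (SO_3019) from −2.03 ± 0.32 to −0.82 ± 0.08 (SD, n = 4 each, log2 FC 1.21, limma adjusted p = 0.00291). For *pheA*, the MR-1*metR*+ replicate 1 array lay above the other 3 arrays of that strain, and for *argC* the MR-1vc replicate 1 array lay below the other 3. *metE* (SO_0818) varied most. Its level was −2.66 ± 1.19 in MR-1vc and −1.01 ± 1.10 in MR-1*metR*+ (SD, n = 4 each), and the differences by replicate number were 3.32, −0.24, 1.72 and 1.83. The log2 FC of 1.66 had an adjusted p of 0.0417 by limma, just under the threshold. It was no longer called without replicate 1 (1.10), without replicate 3 (1.63) or without replicate 4 (1.60), and its adjusted p ranged from 0.00274 to 0.195 over the alternatives.

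**Figure D3:**
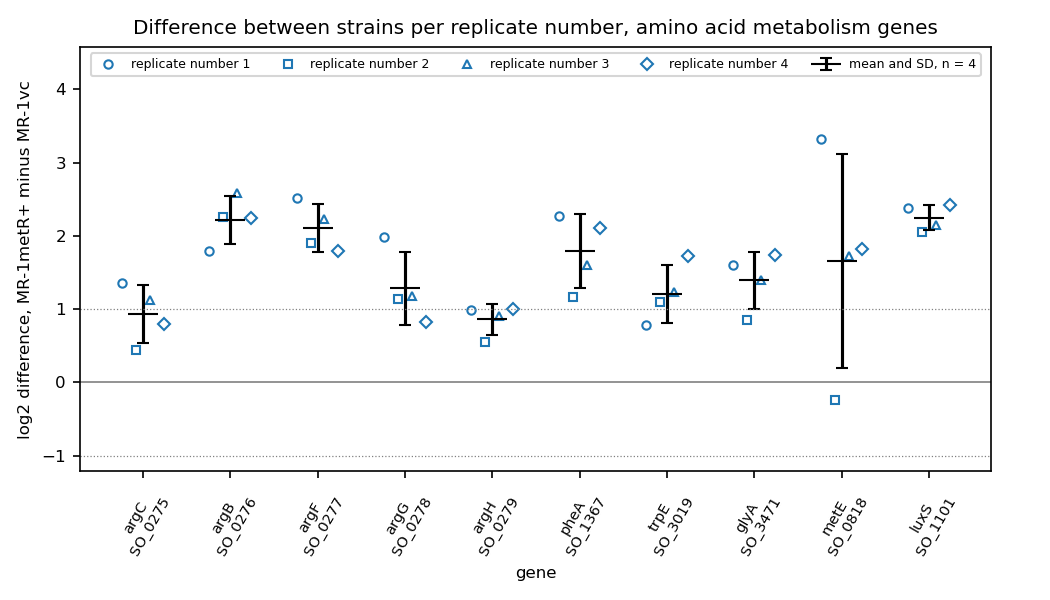
Difference in log2 level between MR-1*metR*+ and MR-1vc (vertical axis) for the 10 genes of amino acid metabolism named by the paper (horizontal axis). Open symbols stand for the 4 replicate numbers, the horizontal dash and bar for their mean and SD, and dotted lines mark 1 and −1. The symbols of *metE* spread from −0.24 to 3.32, and those of *luxS* stay close to their mean.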

MR-1 uses CRP to activate the transcription of genes for EET and other anaerobic respiratory systems, excluding TMAO reduction (9). To explore the overlap between the MetR and CRP regulons, we scanned the MR-1 genome using a PSSM for the CRP-binding sequences identified in *E. coli*, given that MR-1 CRP shares 89% amino acid identity with *E. coli* CRP. This analysis identified putative CRP-binding sites in the upstream regions of 369 genes (Data S7), 12 of which, including *omcA*, *dmsE*, *cymA*, and *ccmF*, overlapped with the MetR regulon (Table 1, Data S6). 

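Data S7 holds 369 gene names with a putative CRP-binding site and 356 locus tags, and 342 of the tagged genes are on the array. In MR-1*metR*+, 80 of the 342 genes were called (23.4%), against 11.4% of the remaining 4427 genes (Fisher's exact test, two-sided, odds ratio 2.38, p = 3.00e-09). Of these, 50 were lower (14.6% against 6.46% of the others, Fisher's exact test, p = 4.32e-07) and 30 were higher (8.77% against 4.92%, Fisher's exact test, p = 0.00493). Adjusted over the same 12 tests as for the MetR-binding sites, the p-values were 1.20e-08, 1.29e-06 and 0.00740. They also rest on counting each gene as independent and can be too small. The methods' t-test moved the count most, to 61 called genes. The median log2 FC over the 342 genes was 0.05 and the mean −0.18, so that they differ in sign. On the array, 27 genes had both a putative MetR-binding site and a putative CRP-binding site, and of these 6 were lower and 5 were higher in MR-1*metR*+.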

The experimentally confirmed CRP-binding site upstream of *omcA* (10) is located upstream of the MetR-binding site (Fig. S8). Similar motif arrangements are present upstream of *cymA*, *dmsE*, and *ccmF* (Data S6). These arrangements, together with the observed downregulation of these genes in MR-1*metR*^+^ (Table 1; Figure 2), suggest that MetR represses their transcription by interfering with CRP-dependent activation.

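For these genes, the separate probes gave similar changes in MR-1*metR*+. The log2 FC of the 3 probes ranged from −4.08 to −3.80 for *omcA*, from −2.16 to −2.11 for *cymA*, from −1.54 to −1.20 for *dmsE* and from −2.37 to −1.95 for *ccmF*. The fall held in each of the 4 replicate numbers, with differences of −3.60, −5.03, −3.58 and −3.59 for *omcA* and of −2.39, −2.20, −1.69 and −2.27 for *cymA*.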

### Inhibition of EET by *metR* expression in *Aeromonas hydrophila*

Given that MetR is a transcription factor widely conserved across proteobacteria (15), we hypothesized that MetR-dependent repression of anaerobic electron transfer is conserved in closely related bacteria. To test this hypothesis, we engineered *Aeromonas hydrophila* ATCC 7966, a bacterium with EET activity (25) and relatively close phylogenetic proximity to *Shewanella* (26), to overexpress its native *metR* (AHA_1955). Elevated *metR* expression in the resulting strain (AH*metR*^+^) was confirmed by quantitative RT-PCR analysis (Fig. S9A). When cultured in LMM under aerobic and fumarate-reducing conditions, AH*metR*^+^ exhibited comparable growth to the vector control strain (AHvc) (Fig. 5A). However, AH*metR*^+^ produced lower current in ECs compared to AHvc (Fig. 5B), demonstrating that *metR* expression negatively affects EET in *A. hydrophila*. For comparison, we constructed an *E. coli* strain overexpressing its native *metR* (EC*metR*^+^) (Fig. S9B). EC*metR*^+^ exhibited comparable growth to the vector control strain (ECvc) under fumarate- and nitrate-reducing conditions (Fig. S10), suggesting that MetR does not regulate these anaerobic respiratory pathways in *E. coli*.

**Fig 5:**
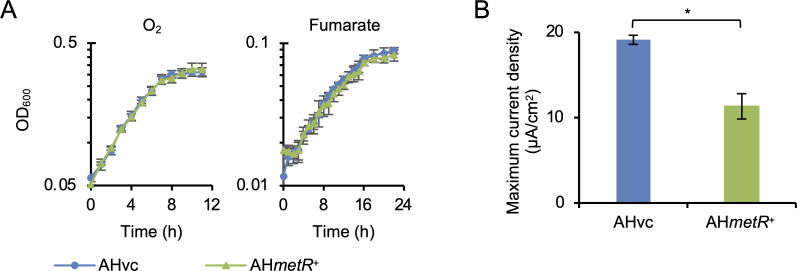
Effect of *metR* expression on the respiratory activity *of Aeromonas hydrophila*. (**A**) Growth of AHvc and AH*metR*^+^ in LMM under aerobic (O_2_-reducing) and fumarate-reducing conditions. (**B**) Maximum current densities in ECs inoculated with AHvc and AH*metR*^+^. ECs were operated at a working electrode potential of +0.4 V (vs the standard hydrogen electrode). In all panels, error bars represent standard deviations (*n* = 3 biological replicates). The asterisk indicates statistically significant differences (*P* < 0.05, Student’s *t*-test).

Scanning of the *A. hydrophila* genome using the PSSM based on MR-1 MetR-binding sequences identified a putative binding sequence upstream of *ccmF but* not in the upstream regions of the known EET genes *mtrCAB* (AHA_2764–2766), *pdsA* (AHA_2763), and *netBCD* (AHA_2762-2760) (25) (Data S8). These results, together with the comparatively weaker repression of EET in *A. hydrophila* relative to that observed in MR-1 (Fig. 1 and 5B), suggest that the influence of MetR on the repression of anaerobic electron transfer in *A. hydrophila* is more limited than its effects in MR-1.

## DISCUSSION

In *E. coli* and *Salmonella*, MetR activates the transcription of the methionine synthase gene *metE* in the presence of hCys as a co-effector (14, 21). In these enteric bacteria, *metR* and *metE* are located adjacently in opposite orientations, with overlapping promoter regions. Consequently, MetR activates *metE* transcription while repressing its own expression. In addition to this autoregulatory mechanism, *metR* transcription is repressed by MetJ and its co-repressor, *S*-adenosylmethionine (SAM) (13). Synthesized from methionine, SAM enhances the DNA-binding activity of MetJ, thereby repressing the transcription of MetJ-regulated genes, including *metR* and other *met* genes (e.g., *metA*, *metB*, *metC*, *metE*, and *metF*) (27). These regulatory systems ensure that *met* expression is upregulated in response to low intracellular Met levels, specifically when its direct precursor, hCys, is available. In MR-1, *metR* and *metE* are similarly arranged, and the intergenic region contains a MetR-binding sequence (Fig. 4). The deletion of *metR* in this strain led to growth inhibition in minimal medium (Fig. S4), consistent with observations in *E. coli* (28). Together with the transcriptomic profiles shown in Table 1, these findings suggest that MR-1 employs regulatory systems for *met* genes analogous to those conserved in enteric bacteria.

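Of the methionine biosynthesis genes in Table 1 other than *metR* and *metE*, *metY* (SO_1095) rose from a log2 level of −2.00 ± 0.46 in MR-1vc to −0.31 ± 0.50 in MR-1*metR*+ (SD, n = 4 each), a log2 FC of 1.69 (standard error 0.19, limma adjusted p = 0.00140). *metA* (SO_1676) and *metB* (SO_4056) rose by 0.94 and 0.92 (standard errors 0.16 and 0.16, limma adjusted p = 0.00505 and 0.00603). Both were higher in all 4 replicate numbers but stayed short of the fold threshold. Without replicate 4 *metA* passed it with 1.10, and without replicate 2 *metB* passed it with 1.09.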

We propose that MetR functions as a molecular switch balancing the expression of amino acid biosynthesis and anaerobic respiratory pathways (Fig. 6). Under Met-limited conditions, the transcriptional repression of *metR* is relieved, allowing MetR to activate the transcription of *metE* and several other amino acid biosynthesis genes while simultaneously repressing genes involved in anaerobic electron transfer and the synthesis of heme and *c*-type cytochromes (Fig. 6A). Given that hCys inhibited the EET activity of MR-1 (Fig. 1A and B), hCys likely acts as a co-repressor in this MetR-dependent repression. Conversely, under Met-rich conditions, *metR* expression is downregulated, leading to the transcriptional activation (derepression) of anaerobic electron transfer genes (Fig. 6B). Although Met supplementation upregulated genes involved in fumarate reduction, such as *cymA* and *fccA*, it did not enhance cell growth under fumarate-reducing conditions (Fig. S3). This is likely because growth on fumarate was limited by anabolic processes or cell division rather than the respiratory electron transfer rate.

**Fig 6:**
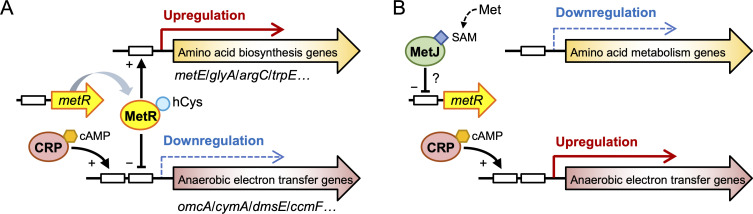
Proposed mechanisms of MetR-mediated regulation of anaerobic electron transfer and amino acid biosynthesis pathways. (**A**) Regulation under Met-limited conditions. (**B**) Regulation under Met-rich conditions. Boxes represent upstream regulatory regions bound by transcription factors. +, positive regulation; −, negative regulation.

The MetR-mediated regulatory system for anaerobic electron transfer genes may represent a survival strategy that bacteria have evolved to optimize energy allocation in response to nutrient availability. Met is the most energetically expensive amino acid to synthesize under anaerobic conditions (29). Additionally, anaerobic respiratory bacteria with EET pathways must expend considerable energy to synthesize multi-heme cytochromes (30, 31). Thus, when exogenous Met is available, it is plausible that these bacteria repress Met biosynthesis and allocate energy to heme and cytochrome *c* synthesis to maximize anaerobic respiration. Conversely, when Met is scarce, they likely prioritize Met biosynthesis while downregulating anaerobic electron transfer.

The MR-1 MetR regulon (Data S6) is notably distinct from that of other proteobacteria (15). It includes not only *met*, *luxS*, and *glyA* but also *arg* and *trpE*, as well as key anaerobic respiratory genes, supporting the idea that this strain employs MetR as a global regulator for amino acid biosynthesis and anaerobic respiration. A subset of this regulon, including *cymA*, *omcA*, *dmsE*, *ccmI*, and *ccmF*, overlaps with the CRP regulon (Table 1; Data S6). Based on our data and current knowledge of CRP function (9, 10), these genes are likely upregulated by CRP and downregulated by MetR. A similar competitive regulatory mechanism exists in *V. harveyi* (22), where CRP and MetR, together with the quorum-sensing regulator LuxR, bind to the *lux* promoter, thereby modulating bioluminescence in response to nutrient availability and cell density. Similarly, MR-1 may use CRP and MetR to enable flexible and fine-tuned control of respiratory activity in response to nutrient and energy fluctuations.

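In the anaerobic cultures of MR-1*metR*+ and MR-1vc, the 21 genes of inner membrane electron transfer in Table 1 had a median log2 FC of −2.53 (limma's camera over 10 sets, adjusted p = 3.37e-15, 18 genes lower, none higher). Limma's fry test gave p = 1.12e-05 and camera with an estimated correlation p = 0.00859, but Table 1 was chosen partly on these arrays, so that these tests are not independent evidence. All 6 genes of *nqrABCDEF* (SO_0902 to SO_0907) fell, by log2 FC from −4.12 for *nqrD* (SO_0905) to −3.23 for *nqrE* (SO_0906), and the 3 genes of *lldEFG* (SO_1518 to SO_1520) by −1.72 for *lldG*, −1.26 for *lldF* and −1.24 for *lldE*. Of the fermentative dehydrogenase genes, *adhE* (SO_2136) was lower (−1.18, standard error 0.10, limma adjusted p = 5.71e-04, −0.74 with normexp background correction, chosen after seeing the data), and *ldhA* (SO_0968) was not called (−0.49, limma adjusted p = 0.0562). Of the genes of central carbon metabolism, *pflB* (SO_2912), *pflA* (SO_2913) and *pykA* (SO_2491) fell by log2 FC of −3.69, −2.68 and −2.33 (limma adjusted p = 7.70e-05, 1.13e-04 and 4.03e-04). The fall of *hexR* (SO_2490), −0.97 (limma adjusted p = 0.00359), stayed short of the fold threshold, which it passed without replicate 3 (−1.03) and without replicate 4 (−1.05). Among the 11 genes of ubiquinone biosynthesis and of the *ubiE–hemB* operon, 8 were lower. *ubiG* (SO_2413) did not change (0.08, limma adjusted p = 0.731), and *ubiE* (SO_4199) stood at −1.01 (limma adjusted p = 0.00328), with −0.86 without replicate 4. Also, *ubiB* (SO_4201, −1.26) moved to −0.99 without replicate 2. Single arrays stood apart from the other 3 of their strain for *lldF* and *hexR* (MR-1*metR*+ replicate 1), *nqrF* (SO_0907, MR-1*metR*+ replicate 3), *nqrC* (SO_0904) and *hexR* (MR-1vc replicate 2) and *pykA* (MR-1vc replicate 4).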

Our transcriptomic analysis revealed that Met supplementation or *metR* overexpression affects the expression of various genes involved in inner membrane electron transfer, lactate and ethanol fermentation, and central carbon metabolism (Table 1). These findings suggest that elevated intracellular Met levels trigger the coordinated activation of genes involved in intracellular catabolic processes, as well as EET and specific anaerobic pathways. 

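Under its headings for EET and anaerobic respiration, electron transfer, fermentation and central carbon metabolism, Table 1 holds 39 genes when all members of its operons are counted. Of these, 11 have a putative CRP-binding site of their own in Data S7 by locus tag, and 10 of the 11 were lower in MR-1*metR*+. Of the other 28 genes, among them the later genes of operons, 24 were lower.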

Notably, motif-based predictions suggest that many of these Met-responsive catabolic genes are directly regulated by CRP, rather than MetR (Table 1 and Data S7). Although the underlying molecular mechanisms remain unclear, it is possible that an unknown transcription factor, acting downstream of Met signaling, regulates these genes in coordination with CRP. Many of these putative CRP-regulated genes, including those for formate dehydrogenase (*fdn*), quinol:fumarate reductase (*frd*), respiratory D-lactate dehydrogenase (*dld*), and ubiquinol oxidase (*cyd*), have been reported to be upregulated under oxygen-limited conditions (32). Furthermore, the expression of genes encoding the Na^+^-dependent NADH dehydrogenase complex (*nqr*) and ubiquinone biosynthesis proteins (*ubiG* and *ubiE*), which are predicted to be CRP independent, is also known to be induced under oxygen-limited conditions (32). 

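For these operons, MR-1*metR*+ had lower levels of *fdnG* (SO_0101, log2 FC −2.34, limma adjusted p = 4.03e-04), *fdnH* (SO_0102, −2.53), *fdnI* (SO_0103, −2.29) and *fdhE* (SO_0104, −2.37). *dld* (SO_1521) and SO_1522 fell by log2 FC of −2.04 and −2.82 (limma adjusted p = 2.44e-04 and 4.97e-05). *cydA* (SO_3286) fell from a log2 level of 2.34 ± 0.30 to −1.76 ± 0.39 (SD, n = 4 each, log2 FC −4.10, limma adjusted p = 7.00e-05). In the *frd* operon, the genes differed. Its first gene (SO_0396) fell from −1.16 ± 0.61 to −5.09 ± 0.37 (SD, n = 4 each, log2 FC −3.93, limma adjusted p = 4.14e-05). Of its 12 spots on the MR-1*metR*+ arrays, 7 were not well above background, so that −3.93 is not exact. With these spots raised to the lowest signal that passed on their array, the log2 FC was −3.64. This is not a strict bound, since spots with a higher signal can also fail to pass. On MR-1*metR*+ replicate 1, 97.1% of the gene spots reached the lowest passing signal of 29.4, but 95.8% passed. By contrast, SO_0397, *frdA* (SO_0398) and *frdB* (SO_0399) had log2 FC of −0.19, 0.04 and −0.21 (limma adjusted p = 0.472, 0.883 and 0.362), with neither SO_0397 nor *frdA* nor *frdB* having the same direction in all 4 replicate numbers. The sign of SO_0397 and *frdA* also depended on the processing, with 0.31 and −0.13 from the brightest probe of each gene.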

Although our transcriptomic analysis with Met supplementation was conducted under aerobic conditions, the observed transcriptomic responses suggest that elevated intracellular Met levels promote a metabolic shift from aerobic to anaerobic metabolism in MR-1. These results support the idea that intracellular Met levels serve as a critical signal for the global and coordinated regulation of catabolic processes, particularly carbon catabolism and electron transfer under anaerobic conditions.

MetR is involved in diverse physiological processes in proteobacteria, including virulence regulation in *Vibrio cholerae* (33), secondary metabolite synthesis in *Serratia marcescens* (34), and swarming motility in *Pseudomonas aeruginosa* (35). Our data suggest that MetR also regulates EET in *A. hydrophila* (Fig. 5B). However, predictions of MetR-binding sequences suggest that in this bacterium, MetR regulates *ccm* genes rather than genes encoding structural EET components (Data S8). Given that EET requires abundant cytochrome *c* proteins (30, 31), impaired cytochrome *c* maturation could explain the decreased current production in AH*metR*^+^, despite the absence of growth defects under either aerobic or anaerobic fumarate-reducing conditions (Fig. 5A). No inhibition of anaerobic growth was observed in EC*metR*^+^, consistent with the absence of genes for anaerobic respiration or cytochrome *c* synthesis in the *E. coli* MetR regulon (15). Further research is needed to determine if the regulation of anaerobic electron transfer by MetR is conserved in a taxonomic group that includes *Shewanella* and *Aeromonas*, such as the VAAP subgroup of Gammaproteobacteria (26), or if this regulation is specific to bacteria that require fine-tuned cytochrome *c* synthesis for EET.

In conclusion, our results suggest that Met serves not only as an essential building block for protein synthesis but also as a signal that regulates bacterial catabolic activity. This finding is relevant to optimizing METs using *Shewanella* and related species, as the composition and concentrations of amino acids in the medium can affect the performance of bioelectrochemical reactors by modulating bacterial EET activity. However, our results do not exclude the possibility that regulatory factors other than CRP and MetR contribute to the expression of EET-related genes in MR-1. Further studies are needed to elucidate the complex regulatory network governing the catabolic activity of this model bacterium.

## MATERIALS AND METHODS

### Bacterial strains and culture conditions

Strains and plasmids are listed in Table S1. *S. oneidensis* and *A. hydrophila* were cultured at 30°C in LB medium or minimal medium (11) containing 10 mM lactate (LMM). For *A. hydrophila*, LMM was supplemented with 0.1 g/L yeast extract. *E. coli* was cultured at 37°C in LB medium or M9 minimal medium (36) containing 20 mM glycerol and 0.5 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) to induce *lac* promoter expression. Glycerol was used as a substrate to inhibit fermentative growth in the absence of external electron acceptors. For aerobic cultures, 5 mL of LB, LMM, or M9 glycerol medium in a test tube (30 mL capacity) was inoculated with a bacterial strain at an initial optical density at 600 nm (OD_600_) of 0.05 and was shaken at 180 rpm. For anaerobic cultures, 5 or 80 mL of medium in a screw-top test tube (10 mL capacity, for growth curve analysis) or vial (100 mL capacity for transcriptome analysis), respectively, was supplemented with 20 mM TMAO, fumarate, DMSO, or nitrate as the electron acceptor and inoculated with a bacterial strain at an initial OD_600_ of 0.01. A test tube or vial containing the inoculated medium was sealed with a butyl rubber septum, purged with high-purity nitrogen (99.99%), and incubated without shaking. When necessary, 50 µg/mL kanamycin (Km) or 15 μg/mL gentamicin was added to the culture medium.

### Operation of EC

A single-chamber three-electrode EC with a capacity of 18 mL (12) was used to monitor the electric current generated by *S. oneidensis* and *A. hydrophila* strains. The EC was equipped with a graphite felt working electrode (2.25 cm^2^), an Ag/AgCl reference electrode (HX-R5; Hokuto Denko, Tokyo, Japan), and a titanium mesh counter electrode (4 cm^2^, φ0.1 mm, 100 mesh/inch; Nilaco, Tokyo, Japan). The EC was filled with 15 mL of LMM supplemented with 170 mM NaCl as electrolyte, inoculated with bacterial cells at an initial OD_600_ of 0.01, and purged with high-purity nitrogen (99.99%). The electrodes were connected to a potentiostat (VMP3; Biologic, Claix, France), and the working electrode was poised at +0.2 V vs Ag/AgCl (equivalent to +0.4 V vs the standard hydrogen electrode). The system was operated at 30°C under ambient atmospheric conditions. Current density (A/cm^2^) was calculated based on the projected area of the working electrode.

### Mutant construction

In-frame disruption of *metR* (SO_0817) in MR-1 was performed using a two-step homologous recombination method with the suicide plasmid pSMV10 (37, 38). In brief, a 1.6-kb fusion product, consisting of upstream and downstream sequences of *metR* joined by an 18-bp linker sequence, was constructed by PCR and *in vitro* extension using total DNA from MR-1 and primers (listed in Table S2). The amplified fusion product was ligated into the SpeI site of pSMV10. The resulting plasmid, pSMV-metR, was introduced into MR-1 by filter mating with *E. coli* WM6026, and transconjugants were screened as previously described (37, 38), to isolate double-crossover mutants. The disruption of the target gene in the resulting strains was confirmed by PCR. A representative mutant strain in which *metR* was deleted was selected and designated ∆*metR*.

To construct complementation and overexpression plasmids, *metR* fragments were PCR-amplified from the host genomes using the primers listed in Table S2. The MR-1 *metR* fragment was digested with EcoRI and SpeI and cloned into the corresponding sites of pBBR1MCS-5 (39). The resulting plasmid, pBBR-SOmetR, was introduced into wild-type MR-1 and ∆*metR* by filter mating, and the transformants were designated MR-1*metR*^+^ and ∆*metR*-C, respectively. Similarly, *metR* fragments from *A. hydrophila* ATCC 7966 and *E. coli* DH5α were digested with EcoRI and BamHI (for *A. hydrophila*) or EcoRI and PstI (for *E. coli*) and cloned into the corresponding sites of pBBR1MCS-5 to generate pBBR-AHmetR and pBBR-ECmetR, respectively. The insert sequences of all constructed plasmids were verified by DNA sequencing. These plasmids were introduced into *A. hydrophila* or *E. coli* DH5α to generate AH*metR*^+^ and EC*metR*^+^, respectively. Strains transformed with the empty vector pBBR1MCS-5 were designated AHvc and ECvc, respectively.

### RNA extraction

For the transcriptomic profiling of MR-1 under Met-supplemented and Met-unsupplemented conditions, cells (*n* = 3 biological replicates) were cultured aerobically in LMM supplemented with or without 130 µM Met and harvested at the logarithmic growth phase (OD_600_ of 0.2–0.3). For MR-1*metR*^+^ and MR-1vc profiling, cells (*n* = 4) were cultured anaerobically in LMM containing 20 mM TMAO as the electron acceptor and harvested at the logarithmic growth phase (OD_600_ of 0.13–0.15). *A. hydrophila* strains (AH*metR*^+^ and AHvc) were cultured aerobically in LMM (*n* = 3) and harvested at the logarithmic growth phase (OD_600_ of 0.15–0.25). *E. coli* strains (EC*metR*^+^ and ECvc) were cultured anaerobically in M9 glycerol medium supplemented with 20 mM fumarate and 0.5 mM IPTG (*n* = 3) and harvested at the logarithmic growth phase (OD_600_ of 0.05–0.07). Total RNA was extracted using Trizol reagent (Thermo Fisher Scientific), purified using RNeasy Mini Kit and RNase-free DNase Set (Qiagen, Valencia, CA, USA), and evaluated for purity using Agilent 2100 Bioanalyzer with RNA 6000 Pico reagents and RNA Pico Chips (Agilent Technologies, Santa Clara, CA, USA), according to the manufacturer’s instructions.

### Transcriptome analyses

Transcriptome analysis was performed using a custom DNA microarray for MR-1 (8 × 15K, Agilent Technologies), which was designed (40) and validated (12, 41–43) in other studies. Cyanine 3 (Cy3)-labeled complementary RNA was synthesized from 50 ng of total RNA using the Low Input Quick Amp WT Labeling Kit (Agilent Technologies). Gene expression data (*n* = 3–4 biological replicates) were normalized and statistically analyzed using the limma software package (version 3.36.2) for R (44). A paired Student *t*-test followed by the Benjamini–Hochberg false discovery rate correction was used for statistical analyses. Differential expression for each probe was considered statistically significant when the absolute value of log_2_ FC was >1.0 at *P* < 0.05.

### Quantitative RT-PCR

Quantitative RT-PCR was performed using a LightCycler 1.5 instrument (Roche, Indianapolis, IN, USA), as previously described (45). Briefly, the PCR reaction mixture contained 15 ng of total RNA, 1.3 µL of 50 mM Mn(OAc)_2_ solution, 7.5 µL of LightCycler RNA Master SYBR Green I (Roche), and 0.15 µM primers (listed in Table S2). The expression levels of the target genes were normalized to the expression level of the 16S rRNA gene.

### Purification of MetR

To construct a plasmid expressing MetR with a histidine tag at the C-terminus (C-his-MetR), the *metR* gene was PCR-amplified from the total DNA of MR-1 using the primers listed in Table S2. The PCR product was digested with NdeI and XhoI and cloned between the corresponding sites of the pET-26b(+) vector (Merck, Darmstadt, Germany). The resulting plasmid, pET-metR (Table S1), was introduced into *E. coli* BL21(DE3). The transformed cells were cultured at 30°C in 100 mL 2× yeast extract-tryptone medium supplemented with Km. IPTG was added to a final concentration of 0.5 mM when the OD_600_ reached 0.3. After overnight culture at 16°C, the cells were harvested by centrifugation. C-his-MetR was then extracted by ultrasonication and purified using QuickPick IMAC Metal Affinity Kit for Proteins (Bio-Nobile, Turku, Finland), as previously described (46).

### EMSA

EMSA was performed as previously described (47), with some modifications. Cy3-labeled 40-bp DNA probes were generated by annealing complementary single-strand oligonucleotides (listed in Table S2). DNA-binding reactions were performed in a 20 μL reaction mixture containing 50 mM Tris-HCl (pH 8.0), 0.5 mM EDTA (pH 8.0), 2 mM MgSO_4_, 1 mM dithiothreitol, 100 µg/mL bovine serum albumin, 10 μg/mL poly(dI-dC) (Sigma-Aldrich), 4 mM hCys, 20% (vol/vol) glycerol, 1 nM Cy3-labeled DNA probe, and 0–500 ng of C-his-MetR. The mixture was incubated at 20°C for 10 min and loaded onto a nondenaturing 5%–20% gradient polyacrylamide gel (E-T520L; ATTO, Tokyo, Japan). Electrophoresis was performed at 200 V at 4°C in Tris-borate-EDTA buffer for 40 min. Fluorescence gel images were obtained using Typhoon FLA 9000 (GE Healthcare, Milwaukee, WI, USA).

### *In silico* prediction of regulatory sequences

The PSSM for MetR-binding sequences in MR-1 was constructed from the 13-bp motifs identified by EMSA using the PSSM-convert program (48). The PSSM for the CRP-binding sequences was obtained from the RegulonDB database (49). To identify putative MetR- or CRP-binding sites, 500-bp upstream sequences of the individual genes in MR-1 or *A. hydrophila* were scanned with each PSSM using the matrix-scan function of Regulatory Sequence Analysis Tools (50) with default parameters. Sequence logos were generated to visualize the PSSMs using WebLogo (51). The *E. coli* MetR-binding motif was generated using 11 known MetR-binding sequences in *E. coli* K-12, which were obtained from the RegPrecise database (52).

### Statistical analysis

Data were statistically evaluated using Student’s *t*-test or one-way analysis of variance followed by Tukey’s honestly significant difference test using JMP Pro 14.1.0 software (SAS Institute, Cary, NC, USA). Differences were considered statistically significant at a *P* value of <0.05.

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. The microarray data obtained in this study have been deposited in the NCBI Gene Expression Omnibus under accession numbers GSE282263 and GSE282264.

## References

[1] Russell JB, Cook GM. 1995. Energetics of bacterial growth: balance of anabolic and catabolic reactions. Microbiol Rev 59:48–62. doi:10.1128/mr.59.1.48-62.19957708012 PMC239354

[2] Decker K, Jungermann K, Thauer RK. 1970. Energy production in anaerobic organisms. Angew Chem Int Ed Engl 9:138–158. doi:10.1002/anie.1970013814984685

[3] Chubukov V, Gerosa L, Kochanowski K, Sauer U. 2014. Coordination of microbial metabolism. Nat Rev Microbiol 12:327–340. doi:10.1038/nrmicro323824658329

[4] Venkateswaran K, Moser DP, Dollhopf ME, Lies DP, Saffarini DA, MacGregor BJ, Ringelberg DB, White DC, Nishijima M, Sano H, Burghardt J, Stackebrandt E, Nealson KH. 1999. Polyphasic taxonomy of the genus Shewanella and description of Shewanella oneidensis sp. nov. Int J Syst Evol Microbiol 49:705–724. doi:10.1099/00207713-49-2-70510319494

[5] Nealson KH, Saffarini D. 1994. Iron and manganese in anaerobic respiration: environmental significance, physiology, and regulation. Annu Rev Microbiol 48:311–343. doi:10.1146/annurev.mi.48.100194.0015237826009

[6] Fredrickson JK, Romine MF, Beliaev AS, Auchtung JM, Driscoll ME, Gardner TS, Nealson KH, Osterman AL, Pinchuk G, Reed JL, Rodionov DA, Rodrigues JLM, Saffarini DA, Serres MH, Spormann AM, Zhulin IB, Tiedje JM. 2008. Towards environmental systems biology of Shewanella. Nat Rev Microbiol 6:592–603. doi:10.1038/nrmicro194718604222

[7] Kouzuma A. 2021. Molecular mechanisms regulating the catabolic and electrochemical activities of Shewanella oneidensis MR-1. Biosci Biotechnol Biochem 85:1572–1581. doi:10.1093/bbb/zbab08833998649

[8] Ikeda S, Takamatsu Y, Tsuchiya M, Suga K, Tanaka Y, Kouzuma A, Watanabe K. 2021. Shewanella oneidensis MR-1 as a bacterial platform for electro-biotechnology. Essays Biochem 65:355–364. doi:10.1042/EBC2020017833769488 PMC8314016

[9] Saffarini DA, Schultz R, Beliaev A. 2003. Involvement of cyclic AMP (cAMP) and cAMP receptor protein in anaerobic respiration of Shewanella oneidensis. J Bacteriol 185:3668–3671. doi:10.1128/JB.185.12.3668-3671.200312775705 PMC156221

[10] Kasai T, Kouzuma A, Nojiri H, Watanabe K. 2015. Transcriptional mechanisms for differential expression of outer membrane cytochrome genes omcA and mtrC in Shewanella oneidensis MR-1. BMC Microbiol 15:68. doi:10.1186/s12866-015-0406-825886963 PMC4417206

[11] Ikeda S, Tomita K, Nakagawa G, Kouzuma A, Watanabe K. 2023. Supplementation with amino acid sources facilitates fermentative growth of Shewanella oneidensis MR-1 in defined media. Appl Environ Microbiol 89:e0086823. doi:10.1128/aem.00868-2337367298 PMC10370299

[12] Hirose A, Kasai T, Aoki M, Umemura T, Watanabe K, Kouzuma A. 2018. Electrochemically active bacteria sense electrode potentials for regulating catabolic pathways. Nat Commun 9:1083. doi:10.1038/s41467-018-03416-429540717 PMC5852097

[13] Hondorp ER, Matthews RG. 2006. Methionine. EcoSal Plus 2:10. doi:10.1128/ecosalplus.3.6.1.726443567

[14] Urbanowski ML, Stauffer GV. 1989. Role of homocysteine in metR-mediated activation of the metE and metH genes in Salmonella typhimurium and Escherichia coli. J Bacteriol 171:3277–3281. doi:10.1128/jb.171.6.3277-3281.19892656646 PMC210046

[15] Leyn SA, Suvorova IA, Kholina TD, Sherstneva SS, Novichkov PS, Gelfand MS, Rodionov DA. 2014. Comparative genomics of transcriptional regulation of methionine metabolism in Proteobacteria. PLoS ONE 9:e113714. doi:10.1371/journal.pone.011371425411846 PMC4239095

[16] Cordova CD, Schicklberger MFR, Yu Y, Spormann AM. 2011. Partial functional replacement of CymA by SirCD in Shewanella oneidensis MR-1. J Bacteriol 193:2312–2321. doi:10.1128/JB.01355-1021378180 PMC3133100

[17] Myers CR, Myers JM. 1997. Cloning and sequence of cymA, a gene encoding a tetraheme cytochrome c required for reduction of iron(III), fumarate, and nitrate by Shewanella putrefaciens MR-1. J Bacteriol 179:1143–1152. doi:10.1128/jb.179.4.1143-1152.19979023196 PMC178810

[18] Dailey HA, Dailey TA, Gerdes S, Jahn D, Jahn M, O’Brian MR, Warren MJ. 2017. Prokaryotic heme biosynthesis: multiple pathways to a common essential product. Microbiol Mol Biol Rev 81:e00048-16. doi:10.1128/MMBR.00048-1628123057 PMC5312243

[19] Jin M, Jiang Y, Sun L, Yin J, Fu H, Wu G, Gao H. 2013. Unique organizational and functional features of the cytochrome c maturation system in Shewanella oneidensis. PLoS One 8:e75610. doi:10.1371/journal.pone.007561024040415 PMC3769277

[20] Weissbach H, Brot N. 1991. Regulation of methionine synthesis in Escherichia coli. Mol Microbiol 5:1593–1597. doi:10.1111/j.1365-2958.1991.tb01905.x1943695

[21] Urbanowski ML, Stauffer GV. 1989. Genetic and biochemical analysis of the MetR activator-binding site in the metE metR control region of Salmonella typhimurium. J Bacteriol 171:5620–5629. doi:10.1128/jb.171.10.5620-5629.19892676984 PMC210406

[22] Chatterjee J, Miyamoto CM, Zouzoulas A, Lang BF, Skouris N, Meighen EA. 2002. MetR and CRP bind to the Vibrio harveyi lux promoters and regulate luminescence. Mol Microbiol 46:101–111. doi:10.1046/j.1365-2958.2002.03128.x12366834

[23] Dos Santos JP, Iobbi-Nivol C, Couillault C, Giordano G, Méjean V. 1998. Molecular analysis of the trimethylamine N-oxide (TMAO) reductase respiratory system from a Shewanella species. J Mol Biol 284:421–433. doi:10.1006/jmbi.1998.21559813127

[24] Lemaire ON, Honoré FA, Jourlin-Castelli C, Méjean V, Fons M, Iobbi-Nivol C. 2016. Efficient respiration on TMAO requires TorD and TorE auxiliary proteins in Shewanella oneidensis. Res Microbiol 167:630–637. doi:10.1016/j.resmic.2016.05.00427288570

[25] Conley BE, Intile PJ, Bond DR, Gralnick JA. 2018. Divergent Nrf family proteins and MtrCAB homologs facilitate extracellular electron transfer in Aeromonas hydrophila. Appl Environ Microbiol 84:1–14. doi:10.1128/AEM.02134-18PMC623807030266730

[26] Williams KP, Gillespie JJ, Sobral BWS, Nordberg EK, Snyder EE, Shallom JM, Dickerman AW. 2010. Phylogeny of gammaproteobacteria. J Bacteriol 192:2305–2314. doi:10.1128/JB.01480-0920207755 PMC2863478

[27] Augustus AM, Spicer LD. 2011. The MetJ regulon in gammaproteobacteria determined by comparative genomics methods. BMC Genomics 12:558. doi:10.1186/1471-2164-12-55822082356 PMC3228920

[28] Urbanowski ML, Stauffer LT, Plamann LS, Stauffer GV. 1987. A new methionine locus, metR, that encodes a trans-acting protein required for activation of metE and metH in Escherichia coli and Salmonella typhimurium. J Bacteriol 169:1391–1397. doi:10.1128/jb.169.4.1391-1397.19873549685 PMC211958

[29] Raiford DW, Heizer EM, Miller RV, Akashi H, Raymer ML, Krane DE. 2008. Do amino acid biosynthetic costs constrain protein evolution in Saccharomyces cerevisiae? J Mol Evol 67:621–630. doi:10.1007/s00239-008-9162-918937004

[30] Ross DE, Brantley SL, Tien M. 2009. Kinetic characterization of OmcA and MtrC, terminal reductases involved in respiratory electron transfer for dissimilatory iron reduction in Shewanella oneidensis MR-1. Appl Environ Microbiol 75:5218–5226. doi:10.1128/AEM.00544-0919542342 PMC2725455

[31] Sturm G, Richter K, Doetsch A, Heide H, Louro RO, Gescher J. 2015. A dynamic periplasmic electron transfer network enables respiratory flexibility beyond a thermodynamic regulatory regime. ISME J 9:1802–1811. doi:10.1038/ismej.2014.26425635641 PMC4511935

[32] Barchinger SE, Pirbadian S, Sambles C, Baker CS, Leung KM, Burroughs NJ, El-Naggar MY, Golbeck JH. 2016. Regulation of gene expression in Shewanella oneidensis MR-1 during electron acceptor limitation and bacterial nanowire formation. Appl Environ Microbiol 82:5428–5443. doi:10.1128/AEM.01615-1627342561 PMC4988178

[33] Bogard RW, Davies BW, Mekalanos JJ. 2012. MetR-regulated Vibrio cholerae metabolism is required for virulence. mBio 3:1–8. doi:10.1128/mBio.00236-12PMC344816323015737

[34] Pan X, Sun C, Tang M, You J, Osire T, Zhao Y, Xu M, Zhang X, Shao M, Yang S, Yang T, Rao Z. 2020. LysR-type transcriptional regulator MetR controls prodigiosin production, methionine biosynthesis, cell motility, H _2_ O _2_ tolerance, heat tolerance, and exopolysaccharide synthesis in Serratia marcescens. Appl Environ Microbiol 86:e02241-19. doi:10.1128/AEM.02241-1931791952 PMC6997736

[35] Yeung ATY, Torfs ECW, Jamshidi F, Bains M, Wiegand I, Hancock REW, Overhage J. 2009. Swarming of Pseudomonas aeruginosa is controlled by a broad spectrum of transcriptional regulators, including MetR. J Bacteriol 191:5592–5602. doi:10.1128/JB.00157-0919592586 PMC2737960

[36] Miller J. 1972. Experiments in molecular genetics. Cold Spring Harbor Laboratory.

[37] Matsumoto A, Koga R, Kanaly RA, Kouzuma A, Watanabe K. 2021. Identification of a diguanylate cyclase that facilitates biofilm formation on electrodes by Shewanella oneidensis MR-1. Appl Environ Microbiol 87:e00201–21. doi:10.1128/AEM.00201-2133637573 PMC8091010

[38] Saltikov CW, Newman DK. 2003. Genetic identification of a respiratory arsenate reductase. Proc Natl Acad Sci U S A 100:10983–10988. doi:10.1073/pnas.183430310012939408 PMC196913

[39] Kovach ME, Elzer PH, Steven Hill D, Robertson GT, Farris MA, Roop RM II, Peterson KM. 1995. Four new derivatives of the broad-host-range cloning vector pBBR1MCS, carrying different antibiotic-resistance cassettes. Gene 166:175–176. doi:10.1016/0378-1119(95)00584-18529885

[40] Kouzuma A, Oba H, Tajima N, Hashimoto K, Watanabe K. 2014. Electrochemical selection and characterization of a high current-generating Shewanella oneidensis mutant with altered cell-surface morphology and biofilm-related gene expression. BMC Microbiol 14:190. doi:10.1186/1471-2180-14-19025028134 PMC4112983

[41] Kasai T, Kouzuma A, Watanabe K. 2018. CpdA is involved in amino acid metabolism in Shewanella oneidensis MR-1. Biosci Biotechnol Biochem 82:166–172. doi:10.1080/09168451.2017.141332629235426

[42] Kasai T, Tomioka Y, Kouzuma A, Watanabe K. 2019. Overexpression of the adenylate cyclase gene cyaC facilitates current generation by Shewanella oneidensis in bioelectrochemical systems. Bioelectrochemistry 129:100–105. doi:10.1016/j.bioelechem.2019.05.01031153124

[43] Koga R, Matsumoto A, Kouzuma A, Watanabe K. 2020. Identification of an extracytoplasmic function sigma factor that facilitates c-type cytochrome maturation and current generation under electrolyte-flow conditions in Shewanella oneidensis MR-1. Environ Microbiol 22:3671–3684. doi:10.1111/1462-2920.1513132548878

[44] Smyth GK. 2004. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol 3:Article3. doi:10.2202/1544-6115.102716646809

[45] Kouzuma A, Hashimoto K, Watanabe K. 2012. Roles of siderophore in manganese-oxide reduction by Shewanella oneidensis MR-1. FEMS Microbiol Lett 326:91–98. doi:10.1111/j.1574-6968.2011.02444.x22092340

[46] Kouzuma A, Endoh T, Omori T, Nojiri H, Yamane H, Habe H. 2008. Transcription factors CysB and SfnR constitute the hierarchical regulatory system for the sulfate starvation response in Pseudomonas putida. J Bacteriol 190:4521–4531. doi:10.1128/JB.00217-0818456803 PMC2446806

[47] Sperandio B, Gautier C, McGovern S, Ehrlich DS, Renault P, Martin-Verstraete I, Guédon E. 2007. Control of methionine synthesis and uptake by MetR and homocysteine in Streptococcus mutans. J Bacteriol 189:7032–7044. doi:10.1128/JB.00703-0717675375 PMC2045202

[48] Klucar L, Stano M, Hajduk M. 2010. phiSITE: database of gene regulation in bacteriophages. Nucleic Acids Res 38:D366–70. doi:10.1093/nar/gkp91119900969 PMC2808901

[49] Salgado H, Gama-Castro S, Lara P, Mejia-Almonte C, Alarcón-Carranza G, López-Almazo AG, Betancourt-Figueroa F, Peña-Loredo P, Alquicira-Hernández S, Ledezma-Tejeida D, Arizmendi-Zagal L, Mendez-Hernandez F, Diaz-Gomez AK, Ochoa-Praxedis E, Muñiz-Rascado LJ, García-Sotelo JS, Flores-Gallegos FA, Gómez L, Bonavides-Martínez C, Del Moral-Chávez VM, Hernández-Alvarez AJ, Santos-Zavaleta A, Capella-Gutierrez S, Gelpi JL, Collado-Vides J. 2024. RegulonDB v12.0: a comprehensive resource of transcriptional regulation in E. coli K-12. Nucleic Acids Res 52:D255–D264. doi:10.1093/nar/gkad107237971353 PMC10767902

[50] Turatsinze J-V, Thomas-Chollier M, Defrance M, van Helden J. 2008. Using RSAT to scan genome sequences for transcription factor binding sites and cis-regulatory modules. Nat Protoc 3:1578–1588. doi:10.1038/nprot.2008.9718802439

[51] Crooks GE, Hon G, Chandonia JM, Brenner SE. 2004. WebLogo: a sequence logo generator. Genome Res 14:1188–1190. doi:10.1101/gr.84900415173120 PMC419797

[52] Novichkov PS, Kazakov AE, Ravcheev DA, Leyn SA, Kovaleva GY, Sutormin RA, Kazanov MD, Riehl W, Arkin AP, Dubchak I, Rodionov DA. 2013. RegPrecise 3.0--a resource for genome-scale exploration of transcriptional regulation in bacteria. BMC Genomics 14:745. doi:10.1186/1471-2164-14-74524175918 PMC3840689

# Supplementary material for: Cross-regulation of amino acid synthesis and anaerobic electron transfer by MetR-mediated methionine signaling
**Source:** J Bacteriol. 2026 Jun 22;208(7):e00181-26. doi: 10.1128/jb.00181-26
**Supplement:** Supplemental figures and tables — Figures S1 to S10, and Tables S1 and S2.

Supplementary Materials for

**Cross-regulation of amino acid synthesis and anaerobic electron  
transfer by MetR-mediated methionine signaling**

Hisae Mogi<sup>1</sup>, Keisuke Tomita<sup>1</sup>, Atsumi Hirose<sup>1</sup>, Erika Yoshino<sup>1</sup>, Takuya Kasai<sup>1</sup>,  
Atsushi Kouzuma<sup>1,2\*</sup>, and Kazuya Watanabe<sup>1</sup>

**This PDF file includes:**

Figs. S1 to S10  
Tables S1 to S2  
References (1 to 3)

**Other Supplementary Materials for this manuscript include the following:**

Data S1 to S8

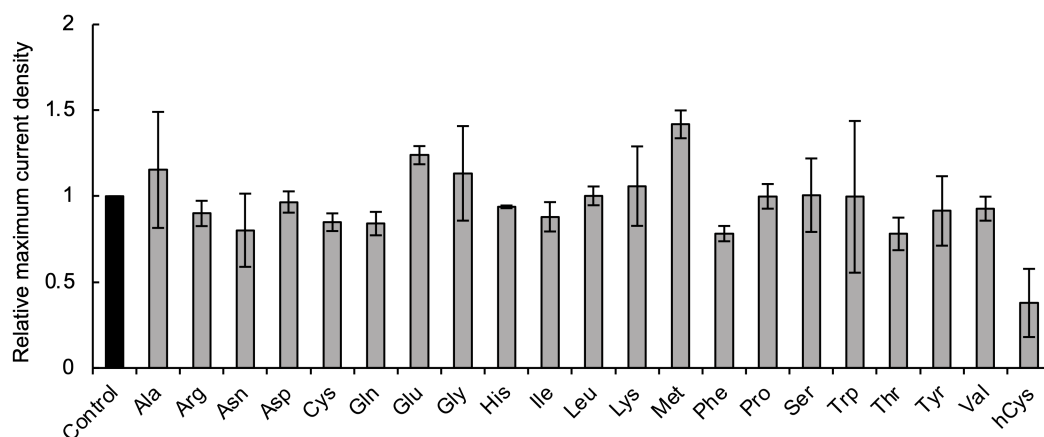

**Fig. S1. Comparison of relative current generation by MR-1 in lactate-fed ECs supplemented with one of 20 amino acids and homocysteine (hCys).** Each amino acid was added at a concentration of 130  $\mu$ M. Bars and error bars represent means and standard deviations, respectively, calculated from the results of two independent experiments.

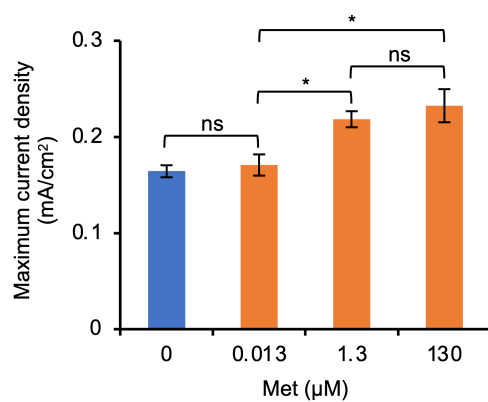

**Fig. S2. Maximum current densities generated by MR-1 at different Met concentrations.** Bars and error bars indicate means and standard deviations, respectively ( $n = 3$  biological replicates). Asterisks indicate statistically significant differences ( $P < 0.05$ ; one-way ANOVA followed by HSD test); ns, not significant.

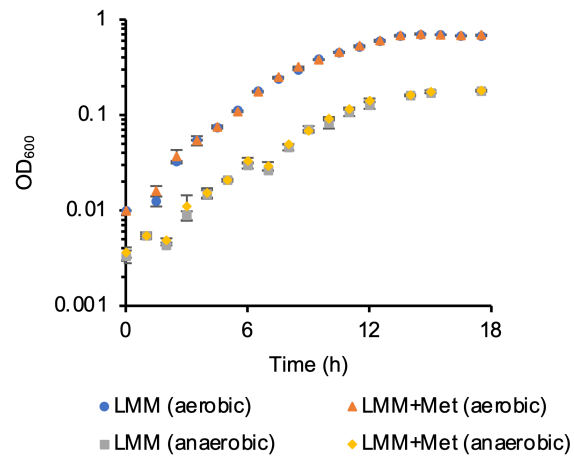

**Fig. S3. Growth of MR-1 in LMM supplemented with or without 130  $\mu$ M Met.** Cells were cultured under aerobic or anaerobic (fumarate-reducing) conditions. Data points and error bars represent means and standard deviations, respectively, calculated from the results of two independent experiments.

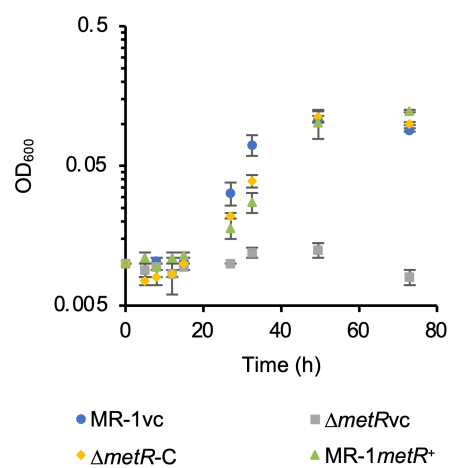

**Fig. S4. Growth of MR-1vc,  $\Delta metRvc$ ,  $\Delta metR-C$ , and MR-1 $metR^+$  during anaerobic cultivation in LMM supplemented with TMAO as the electron acceptor.** Data points and error bars represent means and standard deviations, respectively, calculated from the results of two independent experiments.

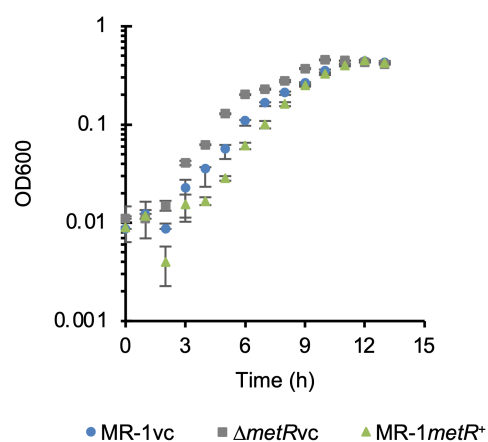

**Fig. S5. Growth of  $\Delta metRvc$  during anaerobic cultivation in LB supplemented with TMAO as the electron acceptor.** For comparison, the growth curves of MR-1vc and MR-1metR<sup>+</sup> under the same culture conditions (shown in Fig. 2) are plotted. Data points and error bars represent means and standard deviations, respectively, calculated from the results of three independent experiments.

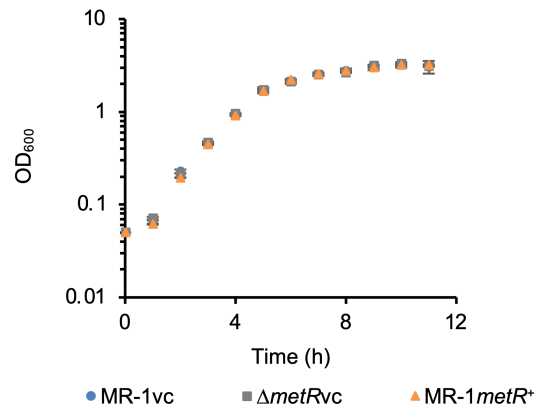

**Fig. S6. Growth of MR-1vc,  $\Delta metRvc$ , and MR-1 $metR^+$  during aerobic cultivation in LB medium.** Data points and error bars represent means and standard deviations, respectively, calculated from the results of two independent experiments.

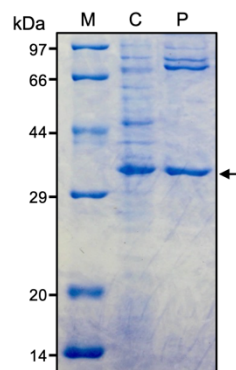

**Fig. S7. SDS-PAGE of purified MetR.** The arrow marks the band corresponding to MetR with a histidine tag at the C-terminal (33.4 kDa). Lane M, molecular weight marker; Lane C, *E. coli* BL21(DE3)(pET-metR) crude extract; and Lane P, purified extract.

AAAGAAATA**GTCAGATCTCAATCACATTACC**CGCTTA  
CRP-binding site  
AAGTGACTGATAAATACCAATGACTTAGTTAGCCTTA  
-35 -10  
CAGGT**G**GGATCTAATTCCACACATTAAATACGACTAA  
+1  
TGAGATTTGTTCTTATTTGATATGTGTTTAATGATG  
MetR-binding site *omcA*

**Fig. S8. Locations of the CRP- and MetR-binding sites upstream of *omcA*.** The transcription start site (+1) of *omcA* is shown in bold, with the putative  $-35$  and  $-10$  promoter sequences underlined. The positions of CRP-binding and transcription start sites are based on other studies (1, 2).

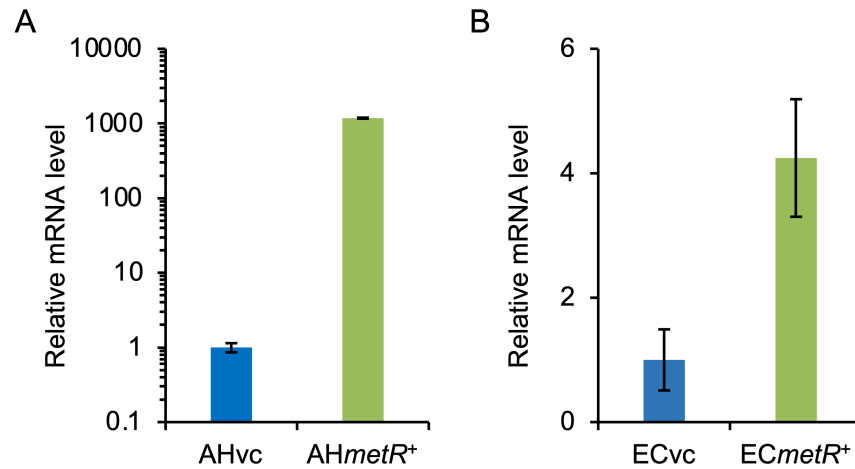

**Fig. S9. Expression levels of *metR* in AHmetR<sup>+</sup> (A) and ECmetR<sup>+</sup> (B) determined by quantitative RT-PCR.** *A. hydrophila* strains were cultured aerobically in LMM. *E. coli* strains were cultured anaerobically in M9 glycerol medium supplemented with 0.5 mM IPTG to induce *metR* expression from the *lac* promoter carried on the expression vector pBBR1MCS-5. Results are presented as the relative levels of mRNA expression in the vector control strains (AHvc in panel A and ECvc in panel B). Bars and error bars represent means and standard deviations, respectively (*n* = 3 biological replicates).

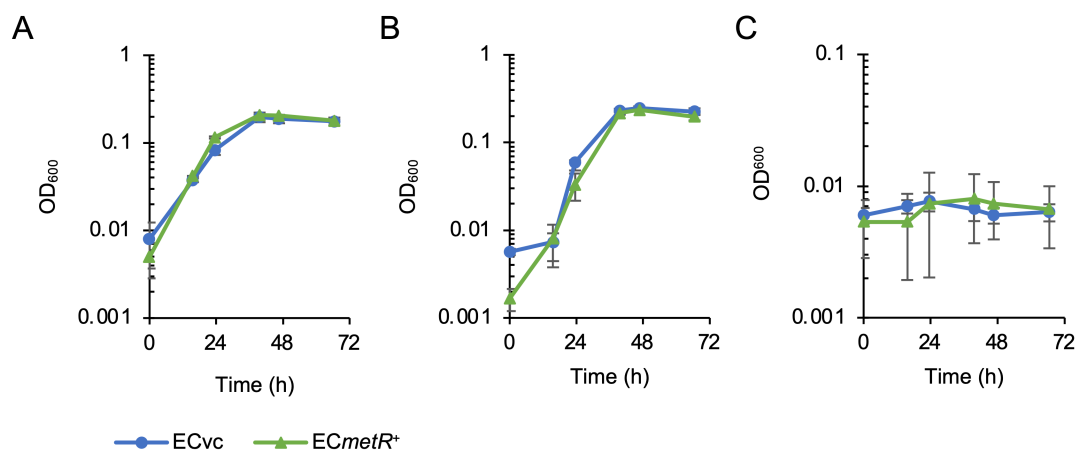

**Fig. S10. Anaerobic growth of the *ECvc* and *ECmetR<sup>+</sup>* strains.** (A) Growth curves under fumarate-reducing conditions. (B) Growth curves under nitrate-reducing conditions. (C) Growth curves in the absence of electron acceptors as the negative control. In these experiments, cells were cultured in M9 glycerol medium to inhibit fermentative growth in the absence of electron acceptors. Data points and error bars represent means and standard deviations, respectively, calculated from the results of three independent experiments.

**Table S1. Bacterial strains used in this study.**

| Strain or plasmid             | Relevant characteristic                                                                                                                                                                                                                                                                                                                                               | Source or reference                           |
|-------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------|
| <b>Bacterial strains</b>      |                                                                                                                                                                                                                                                                                                                                                                       |                                               |
| <i>Escherichia coli</i>       |                                                                                                                                                                                                                                                                                                                                                                       |                                               |
| WM6026                        | Donor strain for conjugation; <i>lac</i> <sup>R</sup> , <i>rrnB3</i> , DE <i>lacZ</i> 4787, <i>hsdR514</i> , DE( <i>araBAD</i> )567, E( <i>rhaBAD</i> )568, <i>rph-1</i> , <i>att-lambda::pAE12-del(oriR6K-cat::frt5)</i> , DE( <i>endA</i> )::frt, <i>uidA(delMlul)::pir(wt)</i> , <i>attHK::pJK1006-del1/2</i> ( <i>deloriR6K-cat::frt5</i> , <i>deltrfA::frt</i> ) | William Metcalf, University of Illinois       |
| DH5α                          | F <sup>-</sup> , Φ80d <i>lacZ</i> ΔM15, Δ( <i>lacZYA-argF</i> )U169, <i>deoR</i> , <i>recA1</i> , <i>endA1</i> , <i>hsdR17</i> (r <sub>K</sub> <sup>-</sup> , m <sub>K</sub> <sup>+</sup> ), <i>phoA</i> , <i>supE44</i> , λ <sup>-</sup> , <i>thi-1</i> , <i>gyrA96</i> , <i>relA1</i>                                                                               | Takara                                        |
| ECvc                          | DH5α harboring pBBR1MCS-5, Gm <sup>r</sup>                                                                                                                                                                                                                                                                                                                            | This study                                    |
| EC <i>metR</i> <sup>+</sup>   | DH5α harboring pBBR-EC <i>metR</i> , Gm <sup>r</sup>                                                                                                                                                                                                                                                                                                                  | This study                                    |
| <i>Shewanella oneidensis</i>  |                                                                                                                                                                                                                                                                                                                                                                       |                                               |
| MR-1                          | Wild type                                                                                                                                                                                                                                                                                                                                                             | ATCC                                          |
| MR-1 <sub>vc</sub>            | MR-1 harboring pBBR1MCS-5, Gm <sup>r</sup>                                                                                                                                                                                                                                                                                                                            | This study                                    |
| MR-1 <i>metR</i> <sup>+</sup> | MR-1 harboring pBBR-SO <i>metR</i> , Gm <sup>r</sup>                                                                                                                                                                                                                                                                                                                  | This study                                    |
| Δ <i>metR</i>                 | SO_0817 ( <i>metR</i> ) disrupted                                                                                                                                                                                                                                                                                                                                     | This study                                    |
| Δ <i>metR</i> -C              | Δ <i>metR</i> harboring pBBR-SO <i>metR</i> , Gm <sup>r</sup>                                                                                                                                                                                                                                                                                                         | This study                                    |
| <i>Aeromonas hydrophila</i>   |                                                                                                                                                                                                                                                                                                                                                                       |                                               |
| ATCC 7966                     | Wild type                                                                                                                                                                                                                                                                                                                                                             | ATCC                                          |
| AHvc                          | ATCC 7966 harboring pBBR1MCS-5, Gm <sup>r</sup>                                                                                                                                                                                                                                                                                                                       | This study                                    |
| AH <i>metR</i> <sup>+</sup>   | ATCC 7966 harboring pBBR-AH <i>metR</i> , Gm <sup>r</sup>                                                                                                                                                                                                                                                                                                             | This study                                    |
| <b>Plasmids</b>               |                                                                                                                                                                                                                                                                                                                                                                       |                                               |
| pBBR1MCS-5                    | Broad-host-range vector, <i>lacZ</i> promoter, Gm <sup>r</sup>                                                                                                                                                                                                                                                                                                        | 3                                             |
| pBBR-SO <i>metR</i>           | pBBR1MCS-5-based plasmid expressing MR-1 <i>metR</i> (SO_0817)                                                                                                                                                                                                                                                                                                        | This study                                    |
| pBBR-AH <i>metR</i>           | pBBR1MCS-5-based plasmid expressing <i>A. hydrophila metR</i> (AHA_1955)                                                                                                                                                                                                                                                                                              | This study                                    |
| pBBR-EC <i>metR</i>           | pBBR1MCS-5-based plasmid expressing <i>E. coli metR</i>                                                                                                                                                                                                                                                                                                               | This study                                    |
| pSMV10                        | 9.1 kb mobilizable suicide vector; <i>oriR6K</i> , <i>mobRP4</i> , <i>sacB</i> , Km <sup>r</sup> , Gm <sup>r</sup>                                                                                                                                                                                                                                                    | Doug Lies, California Institute of Technology |
| pSMV- <i>metR</i>             | pSMV10-based plasmid for MR-1 <i>metR</i> disruption                                                                                                                                                                                                                                                                                                                  | This study                                    |
| pET-26b(+)                    | Expression vector, T7 promoter                                                                                                                                                                                                                                                                                                                                        | Merck                                         |
| pET- <i>metR</i>              | pET-26b(+)-based plasmid expressing C-his- <i>metR</i>                                                                                                                                                                                                                                                                                                                | This study                                    |

**Table S2. Primers used in this study.**

| Primer         | Sequence (5'–3')                          | Modification, for use                   |
|----------------|-------------------------------------------|-----------------------------------------|
| metR-5-O-SpeI  | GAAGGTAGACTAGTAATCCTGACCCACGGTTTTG        | <u>SpeI</u> , <i>metR</i> disruption    |
| metR-5-I       | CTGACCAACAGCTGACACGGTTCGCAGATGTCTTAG      | <u>Linker</u> , <i>metR</i> disruption  |
| metR-3-I       | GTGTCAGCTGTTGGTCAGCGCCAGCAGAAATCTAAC      | <u>Linker</u> , <i>metR</i> disruption  |
| metR-3-O-SpeI  | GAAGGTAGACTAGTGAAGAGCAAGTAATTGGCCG        | <u>SpeI</u> , <i>metR</i> disruption    |
| SometR-F-EcoRI | CGGAATTCTGAGATAAGCCTATTCGG                | <u>EcoRI</u> , pBBR-SometR construction |
| SometR-R-SpeI  | GGACTAGTTAATCCGCTCTAAGAACTGC              | <u>SpeI</u> , pBBR-SometR construction  |
| AHmetR-F-EcoRI | CCGGAATTCGGCACAAACAGGAGGGATACC            | <u>EcoRI</u> , pBBR-AHmetR construction |
| AHmetR-R-BamHI | CGCGGATCCTTACTGCGCCTTTACGTCGCC            | <u>BamHI</u> , pBBR-AHmetR construction |
| ECmetR-F-EcoRI | CCGGAATTCGGAAGTGAAGGACTTTTCATG            | <u>EcoRI</u> , pBBR-ECmetR construction |
| ECmetR-R-PstI  | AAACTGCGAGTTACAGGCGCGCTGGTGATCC           | <u>PstI</u> , pBBR-ECmetR construction  |
| qRT-omcA-F     | GGATACGGCGTTGAAGATGT                      | qRT-PCR for <i>omcA</i> (SO_1779)       |
| qRT-omcA-R     | TGGTATCCGTTCCATTCCAT                      | qRT-PCR for <i>omcA</i> (SO_1779)       |
| qRT-fccA-F     | GTAATTATCGGCTCTGGTGGTG                    | qRT-PCR for <i>fccA</i> (SO_0970)       |
| qRT-fccA-R     | GCCTGTGGCTTAGTTTCTGC                      | qRT-PCR for <i>fccA</i> (SO_0970)       |
| qRT-dmsB-F     | GCGCCGTGTTTATGAATATGGC                    | qRT-PCR for <i>dsmB</i> (SO_1430)       |
| qRT-dmsB-R     | GCAGGCTTTAACACACACAGGC                    | qRT-PCR for <i>dsmB</i> (SO_1430)       |
| qRT-metE-F     | GAAGGTGTGGGCTTTACCAA                      | qRT-PCR for <i>metE</i> (SO_0818)       |
| qRT-metE-R     | AATCAACCGTCATGGCTTTC                      | qRT-PCR for <i>metE</i> (SO_0818)       |
| qRT-16S-F      | AGCGCAACCCCTATCCTTAT                      | qRT-PCR for MR-1 16S rRNA               |
| qRT-16S-R      | CGTAAGGGCCATGATGACTT                      | qRT-PCR for MR-1 16S rRNA               |
| metR-F-NdeI    | CATATGATCGAACTAAGACATCTGC                 | NdeI, pET-metR construction             |
| metR-R-XhoI    | CTCGAGGTTAGATTCTGCTGGCGAG                 | XhoI, pET-metR construction             |
| omcA-probe-F   | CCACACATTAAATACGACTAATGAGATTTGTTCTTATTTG  | <i>omcA</i> probe for EMSA              |
| omcA-probe-R   | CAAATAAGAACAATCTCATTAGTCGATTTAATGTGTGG    | 5'-Cy3, <i>omcA</i> probe for EMSA      |
| omcAmu-probe-F | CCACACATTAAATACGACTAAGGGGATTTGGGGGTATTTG  | <i>omcA-m</i> probe for EMSA            |
| omcAmu-probe-R | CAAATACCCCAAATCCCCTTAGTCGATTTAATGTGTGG    | 5'-Cy3, <i>omcA-m</i> probe for EMSA    |
| cymA-probe-F   | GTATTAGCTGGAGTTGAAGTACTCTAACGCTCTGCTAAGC  | <i>cymA</i> probe for EMSA              |
| cymA-probe-R   | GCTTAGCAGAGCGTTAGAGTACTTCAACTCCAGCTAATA   | 5'-Cy3, <i>cymA</i> probe for EMSA      |
| glyA-probe-F   | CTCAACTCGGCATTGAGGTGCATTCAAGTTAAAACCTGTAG | <i>glyA</i> probe for EMSA              |
| glyA-probe-R   | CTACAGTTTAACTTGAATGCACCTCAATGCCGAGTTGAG   | 5'-Cy3, <i>glyA</i> probe for EMSA      |
| luxS-probe-F   | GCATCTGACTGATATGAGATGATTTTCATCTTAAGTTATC  | <i>luxS</i> probe for EMSA              |
| luxS-probe-R   | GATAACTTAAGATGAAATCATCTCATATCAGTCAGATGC   | 5'-Cy3, <i>luxS</i> probe for EMSA      |
| metR-probe-F   | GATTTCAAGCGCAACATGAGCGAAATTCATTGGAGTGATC  | <i>metR</i> probe for EMSA              |
| metR-probe-R   | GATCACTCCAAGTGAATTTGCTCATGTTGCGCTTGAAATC  | 5'-Cy3, <i>metR</i> probe for EMSA      |
| dmsE-probe-F   | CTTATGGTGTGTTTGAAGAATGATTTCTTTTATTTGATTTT | <i>dmsE</i> probe for EMSA              |
| dmsE-probe-R   | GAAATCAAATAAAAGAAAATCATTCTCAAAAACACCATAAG | 5'-Cy3, <i>dmsE</i> probe for EMSA      |
| qRT-EC16S-F    | AGCGCAACCCCTTATCCTTTG                     | qRT-PCR for <i>E. coli</i> 16S rRNA     |
| qRT-EC16S-R    | CGTAAGGGCCATGATGACTT                      | qRT-PCR for <i>E. coli</i> 16S rRNA     |
| qRT-ECmetR-F   | CGGCGAAAACGCGAATTACA                      | qRT-PCR for <i>E. coli metR</i>         |
| qRT-ECmetR-R   | GAAAATGCCGCCAGACATCC                      | qRT-PCR for <i>E. coli metR</i>         |
| qRT-AH16S-F    | TCGTGTCGTGAGATGTTGGG                      | qRT-PCR for <i>A. hydrophila</i> 16S    |
| qRT-AH16S-R    | GCAGTCTCCCTTGAGTTCCC                      | qRT-PCR for <i>A. hydrophila</i> 16S    |
| qRT-AHmetR-F   | TTGCCACAGTTGCATCCAGT                      | qRT-PCR for <i>A. hydrophila metR</i>   |
| qRT-AHmetR-R   | AGGGCGCTGATGGAATCAA                       | qRT-PCR for <i>A. hydrophila metR</i>   |

**Data S1. (separate file)**

Upregulated genes in MR-1 cells grown under Met-supplemented conditions.

**Data S2. (separate file)**

Downregulated genes in MR-1 cells grown under Met-supplemented conditions.

**Data S3. (separate file)**

Upregulated genes in MR-1 *metR*<sup>+</sup>.

**Data S4. (separate file)**

Downregulated genes in MR-1 *metR*<sup>+</sup>.

**Data S5. (separate file)**

Putative MetR-binding sites in the MR-1 genome.

**Data S6. (separate file)**

Predicted MetR regulon in MR-1.

**Data S7. (separate file)**

Putative CRP-binding sites in the MR-1 genome.

**Data S8. (separate file)**

Putative MetR-binding sites in the *A. hydrophila* genome.

**References**

1. Shao W, Price MN, Deutschbauer AM, Romine MF, Arkin AP. 2014. Conservation of transcription start sites within genes across a bacterial genus. *mBio* 5:e01398-14.
2. Kasai T, Kouzuma A, Nojiri H, Watanabe K. 2015. Transcriptional mechanisms for differential expression of outer membrane cytochrome genes *omcA* and *mtrC* in *Shewanella oneidensis* MR-1. *BMC Microbiol* 15:68.
3. Kovach ME, Elzer PH, Hill DS, Robertson GT, Farris MA, Roop RM, 2nd, Peterson KM. 1995. Four new derivatives of the broad-host-range cloning vector pBBR1MCS, carrying different antibiotic-resistance cassettes. *Gene* 166:175-176.

How the deposited data were processed for this re-analysis (not part of the article)

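The samples were 8 anaerobic cultures of *S. oneidensis* MR-1, 4 biological replicates of MR-1*metR*+ and 4 of MR-1vc, grown in LMM with 10 mM lactate and 20 mM TMAO and harvested at an OD_600_ of 0.13 to 0.15. Total RNA (50 ng) was labeled with Cy3 and hybridized to a custom Agilent array of 13915 spots, of which 13379 are gene spots. Per the file headers, the authors extracted spot intensities with Agilent Feature Extraction 11.5.1.1, which subtracted the background and did not normalize between arrays. The median intensity of each spot and of its local background, and the marks for saturated, outlier and well above background spots, come from the same software. The deposited matrix holds log2 values that the authors normalized with limma 3.36.2, and its 8 columns have the same distribution, as quantile normalization gives. The background correction and the normalization method behind it are not stated. Pearson's r across spots between these log2 values and the log2 of the background-subtracted intensity of the same array was 0.994 to 0.997.

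From the intensities, values were computed with R 4.3.3 and limma 3.58.1. The log2 of the background-subtracted intensity was taken relative to the 75th percentile of the array over gene spots. The 41 outlier gene spots were left out, the probes of a gene were centered and averaged, and 2 gene values were missing. Strains were compared over 4769 genes with a linear model with strain and replicate number, moderated t-statistics and Benjamini–Hochberg adjustment. A gene was called at an adjusted p below 0.05 and a log2 FC above 1 or below −1. The rule for named genes, set before the data were examined, was every gene that Table 1 or the text names for these strains, with the members of its operons, and the 5 largest rises and the 5 largest falls among called genes with the same direction in all 4 replicate numbers. Gene names were taken from the tables of the paper.

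Gene lists were tested with Fisher's exact test (two-sided) against all other genes of the array, and sets with limma's camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation beside it. Fisher's exact test counts each gene as independent, so that its p-values can be too small. Camera compares a set with the rest of the array, while fry tests for any change in the set. For *metR*, an exact permutation test over 70 arrangements of the arrays was used. Random lists were drawn 10000 times from genes of the same signal in 20 bins. Single arrays apart from the others of their strain were found with Dixon's test at the 95% critical value of 0.829 for 4 arrays. The steps were tested on simulated data with 200 changed genes, of which the model recovered 190 (95%) with 1 false call among 4769 genes, the model without the block 92.5%, the methods' t-test 59% and the test per probe 96.5%. These data were simulated from the fit with the block, with noise independent between genes. On the real arrays, many genes deviated together on single arrays, so that these rates need not hold there.

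Between 95.8% and 99.8% of the gene spots were well above background on each array, and 11 called genes had a probe that was not well above background on any array of a strain. Of the called genes, 42 had at least 1 spot not well above background. Among named genes, such spots lay only on MR-1*metR*+ arrays: 7 of 12 for SO_0396, 3 of 12 each for *nqrA* (SO_0902) and *nqrB* (SO_0903), 2 of 12 each for *hemH* (SO_2019) and SO_4206, and 1 of 12 each for *nqrD* (SO_0905) and SO_0827. The alternatives were quantile normalization, the deposited values, no block, a paired t-test per gene as in the methods, an intensity trend with robust estimation, a filter on dim genes, outlier spots kept, the median or the brightest probe of each gene, a test per probe, unadjusted p, no fold threshold and each replicate number left out in turn. After the data were seen, normexp background correction (offset 50) on the median intensity was added, followed by the 75th percentile or quantile normalization, as were a test per probe on the deposited values without the block and a test of Data S5 without the genes whose sites built the matrix. Genes of Data S5 (15) and Data S7 (14) that are not on the array were left out. The copy of Data S4 held here has 412 genes, fewer than the paper counts, and was used only to compare fold changes. The cultures with added Met, the cultures of other species, the quantitative RT-PCR and the *torECAD* genes were not analysed here. No column of values was left unused (0).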

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

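In this part, the tests of the scaling factor, of the labels, of the scanner gain, of a brighter array and of the signal needed to pass as well above background were chosen only after the results were seen. Within each strain, single arrays were compared with the other 3 by Dixon's test, over 208 groups of 4 arrays (188 of them for named genes). Of these, 21 had 1 array far from the others (18 of the named gene groups), where chance gives about 1 in 20, or 10.4 of 208. The groups are not independent, since they share arrays.

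MR-1*metR*+ replicate 1 stood apart most often. On this array, the log2 level was higher than on the other 3 for *pheA* (SO_1367, 1.23 against 0.27 to 0.42), *dmsG* (SO_1431, −2.37 against −2.62 to −2.59), *prfA* (SO_3833, −1.28 against −1.77 to −1.69), *lldF* (SO_1519, 0.51 against 0.21 to 0.23) and *cydB* (SO_3285, −2.03 against −2.80 to −2.68). It was lower for *ccmB* (SO_0262, −0.85 against −0.31 to −0.24), *ccmA* (SO_0263, −0.46 against −0.09 to −0.06), *hexR* (SO_2490, 0.82 against 1.05 to 1.07), *gst* (SO_1577, 1.82 against 2.96 to 3.11) and *yfcG* (SO_1576, 3.00 against 3.74 to 3.86). Over all genes, 613 of 4767 stood apart on this array, against 7, 14 and 29 on replicates 2, 3 and 4. A single scaling factor for the array is argued against, since with every factor tried at least 598 genes stood apart there. A normalization that depends on signal is argued against as well, since 697 genes stood apart there under quantile normalization, against 10, 18 and 23 on the other arrays. A mislabelled MR-1vc sample is excluded by the log2 *metR* level of 3.56, far above the MR-1vc arrays (at most −1.67). A difference between the cultures remains open. No biological explanation was tested, since the design names no difference between replicates.

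The 75th percentile of the signal was also apart on MR-1*metR*+ replicate 1 (1103 against 751 to 810), 1.42 times the mean of the other 3 arrays. A higher scanner gain would raise the background by the same factor, and the median background was 1.14 times that of the others. Because the background can hold a constant part of unknown size, gain and amount of labeled RNA cannot be told apart. No biological explanation was tested for the signal of an array.

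MR-1vc replicate 4 was higher than the other MR-1vc arrays for *hemE* (SO_0435, 2.64 against 1.68 to 1.77), *hemC* (SO_4313, 0.38 against −0.54 to −0.43) and *ccmB* (SO_0262, 1.19 against −0.08 to 0.09), and lower for *pykA* (SO_2491, 3.09, with 3.66 as the highest of the others). The median log2 level of the heme biosynthesis genes of Table 1 was −0.29 there, against −0.54 to −0.51. Over all genes, 152 of 4769 stood apart on this array, against 25, 52 and 13 on replicates 1, 2 and 3. Of the 152, 70.4% lay above the other arrays. A single scaling factor for the array is argued against, since with every factor tried at least 135 genes stood apart there. With quantile normalization, 150 genes did (64.7% above), against 27, 46 and 14, which argues against a normalization that depends on signal. A difference between cultures remains open, and no biological explanation was tested.

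The remaining genes stood apart on other arrays. In MR-1vc replicate 2, *nqrC* (SO_0904) had 0.28 against −0.41 to −0.37 and *hexR* (SO_2490) 2.49 against 1.75 to 1.86. In MR-1vc replicate 1, *argC* (SO_0275) had 0.98 against 1.21 to 1.26. In MR-1*metR*+ replicate 3, *nqrF* (SO_0907) had −3.63 against −3.48 to −3.45. As each of these arrays has at most 2 such named genes, chance is not excluded for them, and no technical or biological explanation was tested.

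On MR-1*metR*+ replicate 4, 99.0% of the gene spots were well above background, against 95.8% to 96.3% on the other arrays of the strain. A brighter array is excluded, since its 75th percentile of 751 was the lowest of the 4. The lowest signal that passed as well above background was 18.7 there and 21.7 to 29.4 on the others. With 1 common signal of 29.4, 97.7% of its spots passed, against 95.2% to 97.3%, so that a lower signal needed to pass is a candidate explanation for the gap. No biological explanation was tested.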

How the results depend on the processing

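In this part, normexp background correction, the test per probe on the deposited values without pairing and the test of MetR-binding sites without the genes whose sites built the matrix were chosen after seeing the data, and the test of the array row was chosen after the result was seen. The other alternatives were set before the data were examined. Normexp on the mean signal was not run because the files hold no mean signal, and the slide could not be a block because all arrays lie on 1 slide. Leaving out saturated probes removes nothing, since no gene spot is saturated.

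The counts of genes called stayed within 1.5 times of 248 higher, 336 lower and 584 in all, apart from these. Without a fold threshold, 1142 genes were higher, 807 lower and 1949 called, since the threshold itself removes genes. With a test per probe, where any probe can call a gene, 419 were higher and 903 called. With the methods' t-test, 214 were lower and 387 called. On the simulated data, built from the model's own fit, this test recovered 59% of the changed genes and the model 95%. A lower power of this test is thus a candidate explanation. The cause was not tested on these arrays. Without 1 replicate, the ranges were 197 to 294 higher, 287 to 382 lower and 513 to 676 called. The normexp alternatives, with 173 and 168 genes higher and 264 lower in both, shared 432 and 425 calls with the 584.

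For *metR*, the log2 FC was 5.88 to 6.45 over the other alternatives and 6.09 to 6.51 without 1 replicate. The medians kept their sign and their side of the threshold for EET and anaerobic respiration (−2.89 to −2.52, and −2.99 to −2.65 without 1 replicate), heme biosynthesis (−1.30 to −1.01, and −1.36 to −1.26), cytochrome *c* maturation (−1.73 to −1.56, and −1.93 to −1.52), inner membrane electron transfer (−2.54 to −2.23, and −2.74 to −2.27), methionine biosynthesis (1.25 to 1.66, and 1.10 to 1.86) and genes raised by Met (−0.15 to −0.02, and −0.18 to −0.07). Methionine biosynthesis without *metR* (1.06 to 1.34, and 1.00 to 1.47) was no longer past the threshold with the methods' t-test (1.30), and the cause was not tested. The median of genes lowered by Met, not past the threshold in any setting, was 0.0451 with normexp and the 75th percentile, where the median of all genes rose too, and −0.0593 to 0.0464 without 1 replicate. Relative to the median of all genes, a comparison chosen after seeing the data, it was −0.12, and −0.14 with that normexp alternative, and below 0 wherever it was computed over at least 3 replicates. The called genes with a putative MetR-binding site numbered 21 to 37, and 28 to 32 without 1 replicate, those with a putative CRP-binding site 61 to 95, and 73 to 81, and Fisher's exact test stayed below its threshold throughout.

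Among named genes, the sign changed only for genes that were not called, with the cause not tested. With the brightest probe, SO_0397 had 0.31 and SO_0398 −0.13. Without 1 replicate, SO_0398 ranged from −0.17 to 0.23 and SO_2413 from −0.0936 to 0.234. *metE* (SO_0818, 1.66) lost its call with the deposited values (1.53), the methods' t-test and normexp with quantile normalization (1.25), and without replicates 1, 3 or 4, with adjusted p of 0.00274 to 0.195 over its alternatives. Of the 94 named genes, 5 lost their call with the methods' t-test and 7 with each normexp alternative, and at most 2 in any other setting.

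The replicate block rests on the paired test named in the methods. After removing the strain means, Pearson's r across genes between arrays of the same number was 0.61, −0.32, 0.16 and 0.49 for numbers 1 to 4, against at most 0.51, 0.49, 0.51 and 0.01 between different numbers. These values are mixed and do not show that the numbers pair the samples. With no replicate block, 234 genes were higher and 323 lower, and all 557 were among the 584. *metE* was not called then (adjusted p = 0.0800 by limma).

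Other splits of the 8 arrays into 4 and 4 tested whether chance can be excluded. Of 35 splits, 3 gave no estimate with the block. For the counts of genes higher, lower and with either kind of site, only the split by strain, 1 of 32, gave a result as large, and no other split called a gene (without the block, up to 306 against 557). With the block, these counts were thus all compared with 0, and those of genes with a site only restate that. Without the block, the split by strain alone, 1 of 35, gave counts as large. The next largest were 183 higher, 183 lower, 6 with a putative MetR-binding site and 22 with a putative CRP-binding site. For the medians, a split with the block that parts only 2 replicate numbers, both as the strains do, keeps the strain effect (12 splits), so that splits without the block were used. This choice was made after both counts were seen. Without the block, 1 of 35 gave a median as large for EET and anaerobic respiration, heme biosynthesis, cytochrome *c* maturation, inner membrane electron transfer and methionine biosynthesis. As Table 1 was chosen partly on these arrays by the same split, this does not exclude chance. Nor is chance excluded for genes raised by Met (18 of 35) and genes lowered by Met (28 of 35). Relative to the median of all genes, it was 1 of 35 and 9 of 35 (with the block 7 and 12 of 32), so that for genes raised by Met the outcome depends on the reference and the block. With the block, the counts in this order were 7, 9, 5, 7, 5, 15 and 27 of 32.

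The row of the slide limits every comparison, since 0 rows hold both strains, and its effect and that of the strain cannot be told apart. Leaving out genes without a probe well above background changed little, with 245 genes higher and 335 lower. As 580 of the 584 calls passed this filter, it says little about dim signals in general. With the normexp alternatives, 173 and 168 genes were higher and 264 lower in both, so that an effect of dim signals is not excluded.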

Differences from the paper's values

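Of 81 log2 FC values of the paper, 65 were within the replicate SD of the values here, 16 differed by more, and 0 had the opposite sign. For each of the 16, the alternatives set before the data were examined that give 1 value per gene and bring the difference within the SD are named, and it remained under the others of this kind. The test per probe, also set before but only for calls, gives several values per gene. Its probe of largest change, read so after seeing the values, was within the SD for 13 of the 16, *hemA*, *luxS* and SO_1389 included, and not for SO_0396, SO_1522 and *adhE*. For *hemH* (SO_2019), the paper's value is −2.1 and the value here −1.58 (within the SD without replicate 1 and without replicate 2). For *hemA* (SO_3834), the paper's −1.1 stands against −0.59 (no such alternative). For SO_0396, the paper's −3.6 stands against −3.93 (the deposited values, the brightest probe, without replicate 4), which is no exact value because 7 of its 12 MR-1*metR*+ spots were not well above background (−3.64 with these raised to the lowest signal that passed). For SO_1522, the paper's −3.0 stands against −2.82 (median of probes). For *adhE* (SO_2136), the paper's −1.3 stands against −1.18 (median of probes, brightest probe). For *luxS* (SO_1101), the paper's 2.6 stands against 2.25 (no such alternative). For *glyA* (SO_3471), the paper's 1.8 stands against 1.39 (quantile normalization, the deposited values, the brightest probe, without replicate 2).

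In Data S3 and S4, the paper gives *hemD* (SO_4314) as −1.79, here −1.38 (within the SD with the brightest probe), and *lldG* (SO_1518) as −1.98, here −1.72 (median of probes, brightest probe, without replicate 1). It gives *dld* (SO_1521) as −2.39, here −2.04 (without replicate 1, without replicate 4), and SO_4207 as −1.60, here −1.12 (brightest probe). The paper's *hemB* (SO_4208) is −1.99, here −1.85 (median of probes, without replicate 2, without replicate 3), and its *argH* (SO_0279) 1.09, here 0.86 (median of probes, brightest probe, without replicate 2). The paper's SO_1389 is 3.63, here 3.07 (no such alternative), its SO_0827 −5.68, here −5.03 (brightest probe, without replicate 4), and its *xfp* (SO_3542) −5.30, here −4.37 (median of probes, brightest probe). The deposited values tested per probe without pairing, an alternative chosen after seeing the values, reach all 16.

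The paper lists *hemA*, *hexR* (SO_2490), *metA* (SO_1676), *metB* (SO_4056), *argC* (SO_0275), *argH* and SO_4206 as changed in MR-1*metR*+, and these were not called here, with log2 FC of −0.59, −0.97, 0.94, 0.92, 0.93, 0.86 and −0.99. *hexR* was called without replicate 3, without replicate 4 and with normexp and the 75th percentile (chosen after seeing the values), *metA* without replicate 4, *metB* with the median of probes, with the brightest probe and without replicate 2, *argC* with the median of probes and without replicate 2, *argH* with the brightest probe, and SO_4206 with quantile normalization, with the brightest probe and without replicate 4. The test per probe on the values used here, set before the data were examined, called all of them, as did the deposited values tested per probe without pairing, chosen after seeing the values. The array values of Table 1 list *metE* (SO_0818) as not changed in MR-1*metR*+. The paper's text adds that quantitative RT-PCR of selected genes, *metE* included, followed the trend of raised *met* genes. On the arrays, *metE* was called here with 1.66. It was not called with the deposited values, without pairing, with the methods' t-test, without replicates 1, 3 or 4, or, chosen after seeing the values, with normexp and quantile normalization and with the deposited values tested per probe without pairing.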

Other observations

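Apart from the test of site scores, the tests in this part, and the genes and lists they concern, were chosen only after their values were seen.

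The log2 FC values of the paper were compared with single probes. Of 720 genes of Data S3 and S4 held here, 715 had the paper's value equal, within 1e-04, to the probe of largest change in the deposited values, and 720 to some probe. Of the 713 genes with 2 or 3 probes, 0 equalled the mean over probes and 4 the median, which excludes the mean. Of 5 sets of values compared, only the deposited one gave equal values. Of 8 tests compared with the paper's P, limma without the block and with adjustment came within a factor of 2 for 98.1% of genes, against 37.5% with the block. The unpaired t-test without adjustment reached 78.2%, the paired one 21.7%, and the others at most 7.92%. The rank correlation of P across genes was 0.996 without and 0.893 with the block. The values of Data S3 and S4 may thus be those of the probe of largest change. No biological explanation applies to a choice of probe.

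In MR-1vc replicate 4, *glnK* (SO_0761) had a log2 level of −3.14, near the MR-1*metR*+ arrays (−3.81 to −3.16), against 2.13, 2.68 and 0.41 in MR-1vc replicates 1, 2 and 3. SO_0760, *glnK* (SO_3819) and *glnA* (SO_4410) were also lowest there among the MR-1vc arrays, at −2.22, 0.34 and 2.15. The log2 FC of the 4 genes was −4.03, −3.49, −3.09 and −3.60 in this order, lower in each scaling tried. A mislabelled MR-1*metR*+ sample is excluded by the log2 *metR* level of −2.90 on this array. Normalization is argued against, since the median gap to the other MR-1vc arrays was −3.92 and stayed at −3.82 under quantile normalization. Ribosomal protein genes were lower there too, by −1.10, but with 1 such culture the growth stage at harvest cannot be told apart from other differences between cultures. No biological explanation was tested.

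The 46 ribosomal protein genes with a symbol in the paper's tables had a median log2 FC of −1.43 in MR-1*metR*+, with 37 lower and 0 higher by limma, and −1.43 to −1.21 over the scalings. Those tables include the lists of genes changed on these arrays (Data S3 and S4). A gene could thus enter this set because it changed here. Random lists of the same signal gave at lowest −0.47 (p = 1e-04 by permutation, the smallest they can give). As the random lists were not selected in that way, this p does not settle whether the signal level of the genes plays a part. A lower growth rate of MR-1*metR*+ at harvest may be involved and was not tested, although the paper reports comparable growth of both strains in LMM with TMAO (Fig. S4). The row of the slide stays open.

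The 9 genes SO_4606 to SO_4614, among them *coxB* (SO_4606), *coxA* (SO_4607) and *ctaB* (SO_4614), had a median log2 FC of 1.38, with 8 higher, and 0.94 to 1.38 over the scalings. Random lists of the same signal gave at highest 0.83 (p = 1e-04 by permutation, the smallest they can give), so that the signal level does not account for it. *ccoN* (SO_2364) and *ccoO* (SO_2363) were lower (−1.17 and −1.14). A response of terminal oxidase genes to *metR* may be involved, and the row of the slide stays open.

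The 160 megaplasmid genes had a median log2 FC of 0.49, against 0.09 for chromosomal genes, with 15 higher and 1 lower (Fisher's exact test for higher genes, odds ratio 1.94, p = 0.0270), and 80.6% lay above the chromosomal median. The difference was 0.35, 0.46, 0.47 and 0.25 by replicate number and 0.28 to 0.43 over the scalings. Random chromosomal lists of the same signal gave at highest 0.25 (p = 1e-04 by permutation, the smallest they can give), which argues against the signal level. With 0 rows of the slide holding both strains, the row cannot be told apart from the strain. One common factor for the megaplasmid genes, as a changed copy number would give, stays open as well: their spread was 0.45, against 0.43 for chromosomal genes that were not called, which does not separate it from gene regulation.

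Called genes with a putative MetR-binding site had a mean site score of 8.63, against 8.12 for genes not called (permutation p = 0.00285). Without the 7 called genes whose sites built the score, or share them, the difference was 0.24 (permutation p = 0.185), which leaves open whether stronger predicted sites go with calls.

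A lower *crp* level could account for lower expression of genes with a putative CRP-binding site. The log2 FC of *crp* (SO_0624) was 0.17 (standard error 0.17, limma adjusted p = 0.463, higher in 3 of 4 replicate numbers), with probes from −0.16 to 0.64, which neither shows nor excludes a small change.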
